# *In situ* transcriptome characteristics are lost following culture adaptation of adult cardiac stem cells

**DOI:** 10.1038/s41598-018-30551-1

**Published:** 2018-08-13

**Authors:** Taeyong Kim, Oscar H. Echeagaray, Bingyan J. Wang, Alexandria Casillas, Kathleen M. Broughton, Bong-Hyun Kim, Mark A. Sussman

## Abstract

Regenerative therapeutic approaches for myocardial diseases often involve delivery of stem cells expanded *ex vivo*. Prior studies indicate that cell culture conditions affect functional and phenotypic characteristics, but relationship(s) of cultured cells derived from freshly isolated populations and the heterogeneity of the cultured population remain poorly defined. Functional and phenotypic characteristics of *ex vivo* expanded cells will determine outcomes of interventional treatment for disease, necessitating characterization of the impact that *ex vivo* expansion has upon isolated stem cell populations. Single-cell RNA-Seq profiling (scRNA-Seq) was performed to determine consequences of culture expansion upon adult cardiac progenitor cells (CPCs) as well as relationships with other cell populations. Bioinformatic analyses demonstrate that identity marker genes expressed in freshly isolated cells become undetectable in cultured CPCs while low level expression emerges for thousands of other genes. Transcriptional profile of CPCs exhibited greater degree of similarity throughout the cultured population relative to freshly isolated cells. Findings were validated by comparative analyses using scRNA-Seq datasets of various cell types generated by multiple scRNA-Seq technology. Increased transcriptome diversity and decreased population heterogeneity in the cultured cell population may help account for reported outcomes associated with experimental and clinical use of CPCs for treatment of myocardial injury.

## Introduction

Stem cell therapy is a promising approach for mitigating pathological diseases such as heart failure, with cell populations derived from diverse origins proposed for autologous as well as allogeneic cell therapy^1–3^. The presumption that donor cells retain essential characteristics derived from their original identity during *in vitro* expansion important to enhance regeneration has led to isolation of cardiac progenitor cells (CPCs) subjected to culture for expansion prior to reintroduction. Multiple donor cell types have been tested for basic biological characteristics and efficacy, with widely varying isolation and adoptive transfer methods^4,5^. For example, CPCs used in clinical trials for cardiac repair are isolated and cultured using varying and unstandardized protocols^6–9^. Transcriptome profiling of cultured CPCs using varying isolation methods showed surprisingly high similarity^10^, possibly accounting for consistently modest functional improvement outcomes in the myocardium regardless of cell type^3^. However, bulk RNA sample profiling of cultured CPCs in prior studies masks population heterogeneity inherent to freshly isolated CPCs^11^. Therefore, understanding the consequences and impact of culture expansion upon the transcriptome at the single cell level is essential to optimize and advance approaches intended to improve efficacy of stem cell-based cardiac regenerative therapy.

Transcriptome profiling of freshly isolated CPCs is challenging due to low yields of resident adult stem cells, with very limited transcriptome information on primary isolates of other stem cells^12–15^. Implementation of single-cell RNA-Seq (scRNA-Seq) allows for transcriptional profiling of low cell numbers as well as revealing population heterogeneity. Technical aspects of scRNA-Seq tend toward choosing between transcriptome depth with limited number of cells versus massively parallel sequencing using hundreds to thousands of cells with shallower transcriptome coverage. Recent advances in massively parallel scRNA-Seq demonstrate the capability to maximize number of single cells captured per sample while still capturing primary characteristics of transcriptome variation^11,16,17^. Unfortunately, the relatively recent advent of massively parallel scRNA-Seq has yet to produce the range and depth of scRNA-Seq datasets acquired using Smart-Seq2 technology that is limited by small population samples^18^. Therefore, a combination of both scRNA-Seq approaches involving Smart-Seq2 as well as massively parallel transcriptome profiling was used to determine the transcriptome identity and population heterogeneity of CPCs either as freshly isolates versus their cognate cultured counterparts. scRNA-Seq data analysis was performed by Seurat analysis and represented in t-SNE plotting to show transcriptome relationships between single cells. Additionally, consistency of t-SNE plots results were validated by varying perplexity value as well as principal component inclusion values to confirm reproducibility. Based on the scRNA-Seq data analysis comparing freshly isolated cells and cultured cells, we identified common and global transcriptome alterations consequential to *in vitro* expansion. Findings reveal that isolation and *in vitro* expansion of CPCs selects for transcriptional profiles of uniform composition resulting in loss of *in situ* characteristics as well as population heterogeneity. The consequences of this transcriptional drift and homogenization of cellular phenotypes offers fundamental biological insight regarding the basis for consistently modest efficacy of CPC-based cell therapy and prompts reassessment of the rationale for tissue-specific stem cell sources.

## Results

### Transcriptome drift of freshly isolated CPCs following short term culture

Transcriptional profiling was performed using freshly isolated cells and their *in vitro* derivatives to reveal consequences of short term culture. Population characteristics were revealed by scRNA-Seq using the 10x Chromium platform. Seurat analysis followed by t-SNE plot representation shows the distinct relationship between freshly isolated CPCs (c-kit^+^/Lin^−^) versus cultured CPC populations expanded under standard conditions^19^ for five passages (Fig. 1a). Both fresh and cultured CPC scRNA-Seq datasets were mapped to mouse genome, aggregated using Cell Ranger v2.0 (10X Genomics), and unsupervised clustering performed using Seurat R package^20^ (Fig. 1b). 

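The 10X Genomics data behind this comparison are 2 libraries, 1 of freshly isolated CPCs and 1 of CPCs at passage 5 of culture. Each library was made from CPCs pooled from 2 hearts of female FVB mice, a laboratory mouse strain, aged 12 weeks. Cells were taken by magnetic sorting for c-kit (CD117), the receptor for stem cell factor, after removal of cells carrying lineage antigens. On the 10x Chromium platform each cell is captured in a droplet, and the 3' end of each captured transcript receives a cell barcode and a unique molecular identifier (UMI), so that PCR copies are counted once.
The authors aligned the reads to the mouse genome mm10 with Cell Ranger and deposited raw UMI counts per gene and barcode. A gene is listed for a library only when at least 3 of its barcodes hold it, which left 14547 genes for the fresh library and 13814 for the cultured library, with 12718 in both. After the cell filter, the fresh library held 11353017 UMIs in 1605 cells and the cultured library 22276067 UMIs in 784 cells. The median was 6455 UMIs per fresh cell (range 2340 to 47344) and 26214 per cultured cell (range 6676 to 105896), a ratio of 4.06.
From these counts, UMIs were summed over the cells of a library or cell class and scaled to the total of that library or class (CPM). A gene not listed for a library was set to 3 UMIs, and its fold change is written as "at least". This rests on the assumption that the at most 2 cells that may hold such a gene have no more than 3 UMIs of it. Where depth matters, each cell was thinned at random to 3000 UMIs, which left out 98 fresh cells and 0 cultured cells. Each condition has 1 library, so no test between conditions was made, and library and condition cannot be told apart. Unless stated otherwise, intervals are exact 95% Poisson intervals for sums and exact binomial intervals for shares, and cover counting error only.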

Separation between fresh versus cultured CPCs clusters was clearly demonstrated by t-SNE plot^21^, revealing divergence of transcriptome between these two cell populations based upon spatial distance (1,615 fresh CPCs and 850 cultured CPCs; Fig. 1c). 

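Among the transcripts that differed most in level between the libraries were those of 2 matrix proteoglycans, which fresh CPCs held in abundance. Decorin (Dcn), a small proteoglycan that binds collagen, gave 174928 UMIs in the fresh library and 18 in the cultured library, 19068-fold lower (12065 to 32175). Lumican (Lum), a proteoglycan of the same family, gave 34619 UMIs in fresh cells and was not listed in cultured cells, at least 22642-fold lower. Clec3b, Pi16, Rarres2, Sparcl1, Entpd2, Aspn and the lymphatic chemokine gene Ccl21a were also not listed in cultured cells and were at least 2451-fold lower. Dpt, Col6a2 and Ifi27l2a kept 2 or 3 UMIs in the cultured library.
In the other direction, osteopontin (Spp1), a secreted phosphoprotein, was at 873 CPM (861 to 885) in cultured CPCs and not listed in fresh CPCs, at least 3303-fold higher. Hmga2, a chromatin protein of embryonic and proliferating cells, was 1932-fold higher (661 to 9368) over 3 fresh UMIs. Timp1, an inhibitor of matrix metalloproteinases, was 186-fold higher (167 to 206), from 32.2 to 5967 CPM. Crct1, Serpinb2, Lce1g, Cdkn2a, Gm12603, 1700012B09Rik, 3300005D01Rik, Ddah1 and Tmem238 completed the 12 largest ratios upwards, from 80.7-fold for Tmem238 to at least 2096-fold for Crct1. These genes were taken by size of ratio among genes of at least 100 CPM in either library, not by a test.
Cells of the 2 libraries hardly mixed. Among the 30 nearest neighbours of each cell in the space of 15 principal components, 99.81% came from the cell's own library. All 30 did so for 2374 of 2389 cells (99.4%, 99 to 99.6), and the remaining 15 cells were all fresh. From the separation of the clusters on the t-SNE plot, the paper concludes that the transcriptomes of fresh and cultured CPCs diverge.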

Robustness of ‘clear separation’ between fresh cells and cultured cells was tested with multiple different parameter settings as previously reported for fresh murine heart cell isolates^11^. Clustering is remarkably robust regardless of parameter setting for t-SNE plotting such as perplexity or the number of principal components (Fig. S1). 

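The share of neighbours from the own library stayed near its limit when the number of principal components was changed over the values of Fig. S1. It was 99.92% with 7 components, 99.87% with 10 and 99.80% with 20. With 15 neighbours per cell it was 99.90%, with 50 neighbours 99.76%, and with 70 neighbours 99.70%. After every cell was thinned to 3000 UMIs, which removes the difference in depth between fresh and cultured CPCs, it was 99.75%. These values describe the neighbour graph from which clusters are built, not the t-SNE map itself.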

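The first principal component separated most fresh from cultured CPCs and held 8.84% of the variance of the 2170 variable genes. Dcn, Lum, Gsn, Serping1 and Clec3b had the highest loadings, and the ribosomal protein genes Rpl32 and Rps27a, with Ybx1, Nme1 and Npm1, the lowest. The median score was 11.3 in fresh and -14.8 in cultured CPCs. On this axis 87.0% of fresh cells and 100% of cultured cells lay on their own library's side of the midpoint between these medians.
The second component (5.01%) was led by the T cell genes Cd3g, Lat, Lck and Dntt, and the third (3.97%) by the endothelial genes Egfl7, Pecam1, Emcn and Cdh5. On the second component 100% of fresh and 99.1% of cultured cells lay on their own library's side of the midpoint between the median scores, 0.132 and -8.39. The fourth component (1.21%) was led by genes of dividing cells, among them Ccna2, Mki67, Top2a and Cdk1.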

Clustering results reflect differences between fresh and cultured cells and principal component analysis (PCA) also showed distinctive clustering in consistent with t-SNE results (Fig. S2). Collectively, these findings reveal substantial transcriptome divergence between fresh versus cultured CPCs at the single cell level.

**Figure 1:**
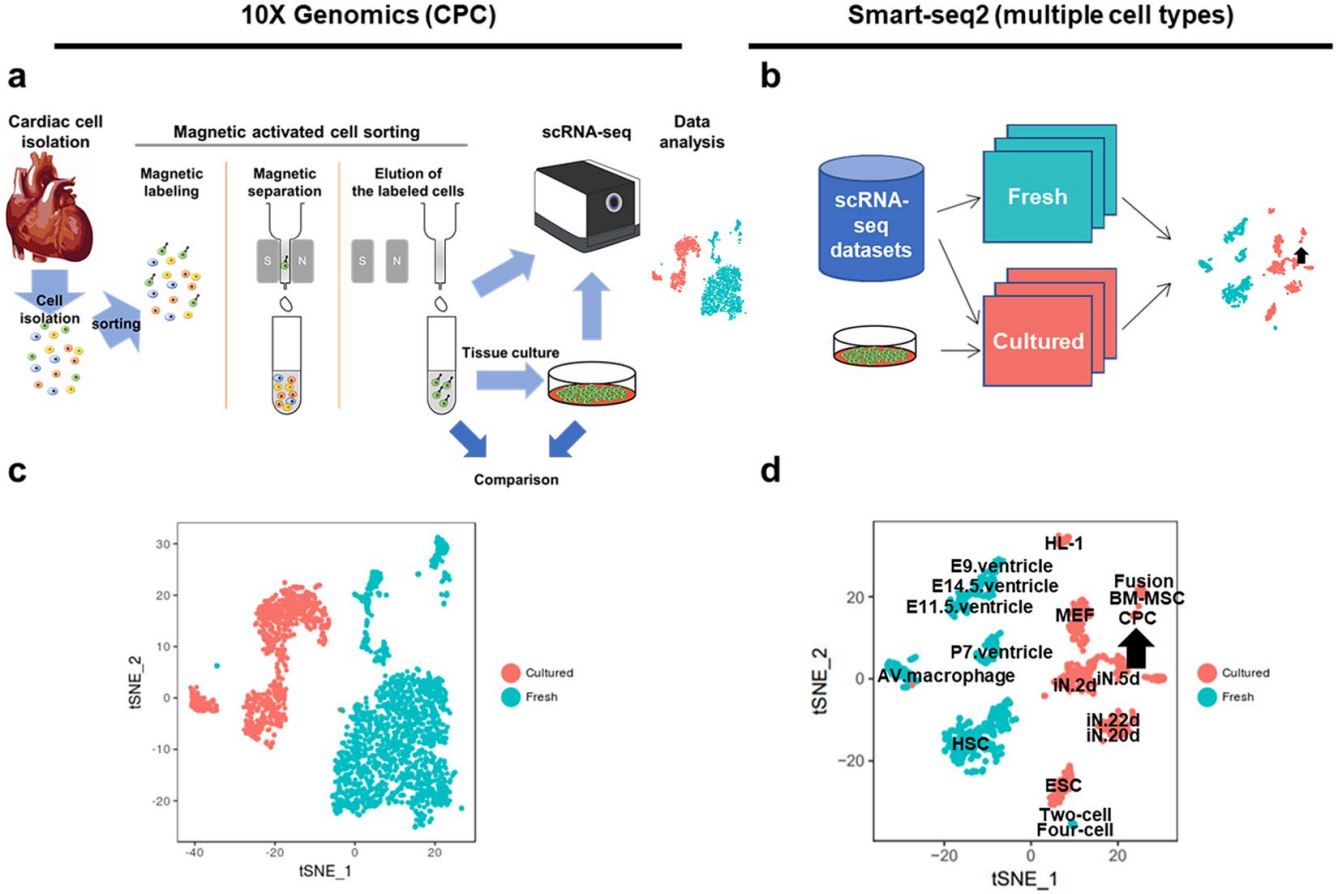
Transcriptomic differences between freshly isolated and cultured cells revealed by scRNA-Seq. (**a**,**b**) Workflow of scRNA-Seq of CPCs using 10X Genomics (**a**) or Smart-Seq2 technology (**b**). Datasets for Smart-Seq2 analyses were derived from open access transcriptome repositories for both fresh or cultured samples (scRNA-Seq datasets, blue cylinder; see supplemental table for detail information) or samples prepared in-house from cultured CPCs (represented as dish). (**c**,**d**) t-SNE plots show freshly isolated cells cluster separately from cultured cells using 10X Genomics dataset (1,615 fresh cells and 850 cultured cells; **c**) or Smart-seq. 2 dataset (576 fresh cells and 550 cultured cells; **d**). Arrow indicates cultured CPCs in (**b**,**d**). CPC, cardiac progenitor cell; BM.MSC, bone marrow-derived mesenchymal stromal cell; MEF, mouse embryonic fibroblast; ESC, embryonic stem cell; iN, induced neuronal cell; HL-1, atrial cardiomyocyte cell line; Fusion, Fusion cell of BM-MSC and HL-1; AV macrophage, atrioventricular node macrophage; E9, E11.5, E14.5, embryo 9, 11.5, 14.5 days, respectively; P7, postnatal 7 days; HSC, hematopoietic stem cell; Two-cell, embryonic cells at two-cell stage; Four-cell, embryonic cells at four-cell stage.

Analyses were broadened to determine transcriptome alterations resulting from culture for additional cell types. Deeper transcriptome coverage for CPCs was achieved using Smart-Seq2 technology as further validation of 10X Genomics results (Fig. 1) that provides wider population-based coverage but possesses limited resolving power for distinguishing marginally different cell types limited due to shallower sequencing depth (50,000~100,000 reads per cell). Meta-analysis of multiple scRNA-Seq datasets including both variety of fresh cells and various cultured cells was performed^22–28^ (Supplementary Table) using single-cell datasets (around 1,500 cells) generated by Smart-Seq2^18^. Processing of datasets was performed comparably to initial CPC analyses with mapping to mouse genome and clustering analysis using Seurat R Package. Unsupervised clustering showed similar clear separation between fresh and cultured cells in Smart-Seq2 datasets (576 fresh cells and 550 cultured cells; Fig. 1d) comparable to findings with 10X Genomics (Fig. 1a). Normalization of downloaded Smart-Seq2 scRNA-Seq datasets for sequencing depth prior to comparison to exclude effects of sequencing depth variation was also performed, downsampling to 500,000 reads per cell by random selection of raw reads from fastq files and re-analyzed. Comparable trends of separation between fresh versus cultured cells remained in meta-analysis of downsampled data (Fig. S3), reinforcing the conclusion that transcriptomic alteration by tissue culture is a shared phenomenon regardless of cell type and consistent between the two scRNA-Seq methodologies of 10X Genomics and Smart-Seq2.

### Subpopulations revealed by clustering analyses of freshly isolated and cultured CPCs

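Fibroblast-like cells made up most of the freshly isolated CPCs, with 1275 of 1605 cells (79.4%, 77.4 to 81.4). At resolution 0.8, which gave 9 clusters over both libraries (7 at 0.4 and 11 at 1.2), they fell into 3 clusters. Each had all 10 fibroblast markers, among them Pdgfra, Col1a1, Tcf21 and Dpt. The cluster of 551 cells was led by Fap, a surface protease of activated stroma, the transcription factor Heyl and the elastic fibre gene Mfap4. The cluster of 404 cells had Pi16, Cd248 and Ly6a (Sca-1) among its 10 leading genes, with Cd248 in 78.2% of its cells against 20.0% and 18.1% in the others. The cluster of 320 cells was led by Apoe, the complement gene C3, the chemokine gene Cxcl14 and the proteoglycan gene Gpc3.
Smooth muscle and pericyte genes did not lead a cluster of their own. Rgs5 and Pdgfrb, known from pericytes, had a UMI in 13.4% of the 134 cells of the endothelial-like cluster, and Myh11, the smooth muscle myosin, in 7.46%. In the fibroblast-like cluster led by Fap these shares were 2.00% for Rgs5, 27.4% for Pdgfrb and 0.181% for Myh11. Summed over the class, the 6 smooth muscle markers reached 33.8 CPM in fibroblast-like and 471 CPM in endothelial-like cells, and the 7 pericyte markers 106 and 1059 CPM. The cells were clustered anew from the counts and named from marker lists, so these groups need not be the paper's, and the genes that lead a cluster describe it and are not a separate result.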

Dimensionality reduction followed by unsupervised clustering reveals three distinct sub-clusters within the freshly isolated CPC (c-kit^+^/Lin^−^) population (Fig. 2a,b), one of which represents a heterogeneous cell population including smooth muscle cells, pericytes, and two different fibroblast subpopulations (Fig. S4b,c) based upon marker expression of cardiac cells^11^ was collectively categorized as ‘cardiac interstitial cells’ (CICs). Two other sub-clusters from the fresh isolated CPC (c-kit^+^/Lin^−^) population express markers consistent with endothelial or hematopoietic cells based on gene set analysis (Fig. S4a). 

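The endothelial-like cluster held 134 fresh cells (8.35%, 7.04 to 9.81). Its 11 endothelial markers, among them Pecam1 (CD31), Cdh5 (VE-cadherin), Kdr and Vwf, summed to 10382 CPM against 45.0 CPM in fibroblast-like cells. Genes known from lymphatic endothelium were also found in this cluster. The hyaluronan receptor gene Lyve1 had a UMI in 25.4% of its cells and Prox1, the lymphatic transcription factor, in 17.9%, against at most 1.35% and 1.56% in the other fresh clusters. Ccl21a had a UMI in 11.9% of its cells at 5043 CPM, against 3.48% to 8.11% of cells at no more than 7.03 CPM in the other fresh clusters.
The hematopoietic cells were T lymphoid-like. They numbered 189 (11.8%, 10.2 to 13.5) in clusters of 115 and 74 cells, and their 10 T cell markers summed to 4909 CPM against 102 CPM in fibroblast-like cells. The median was 5872 and 15081 UMIs per cell. At 3000 UMIs per cell, Dntt, the terminal transferase of immature lymphocytes, had a UMI in 77.6% and 80.3% of their cells, Cd3e in 72.0% and 56.3%, and Cd8b1 in 0% and 50.7%. With all UMIs the shares were 83.5% and 100% for Dntt, 84.3% and 90.5% for Cd3e, and 0% and 70.3% for Cd8b1. Markers of NK cells summed to 363 CPM in this class and those of hematopoietic progenitors to 240 CPM, while markers of B cells (17.0 CPM), macrophages (23.4 CPM) and mast cells (13.6 CPM) were lower. The remaining 7 fresh cells (0.436%) clustered with cultured cells and were left unnamed.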

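Cultured CPCs fell into 3 clusters in the rebuilt clustering at resolution 0.8. The number depends on the settings, with 4 at resolution 1.2 and with 20 principal components, and 3 at resolution 0.4. The largest held 436 cells (55.6%, 52.1 to 59.1) and was led by Lce1g, Lce1h, Spp1 and Crct1. A cluster of 256 cells (32.7%, 29.4 to 36.1) was led by genes of mitosis and DNA synthesis, among them Anln, Birc5, Tk1 and Cenpe. The remaining 92 cells (11.7%, 9.57 to 14.2) formed a cluster with 7 fresh cells. Among its leading genes, Dynlt3, S100a11, S100a6, Cdkn2a and S100a4 were at least 2-fold higher in these cultured cells than in the others, while Tnnt2, Eno3 and Tpm1 were less than 2-fold higher. Cultured cells of this last cluster held far fewer transcripts, with a median of 8881 UMIs and 1723.5 genes per cell, against 28688 UMIs and 4611 genes in the other 692 cultured cells. None of these clusters held 3 markers of a cell type in at least 25% of its cells at a level at least 2-fold above the median over clusters.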

Cultured cells were divided into two groups, ‘CultureA’ and ‘CultureB’ through unsupervised clustering (Fig. 2a,b). Gene set analysis using a set of differentially expressed genes (DEGs) between CultureA and CultureB was performed to identify cell type of the two cultured cell groups. Genes enriched in CultureA primarily include cell adhesion-related genes, while genes of CultureB cluster include respiratory energy metabolism-related genes (Fig. S5a–d). 

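Adhesion genes were low and nuclear-encoded respiratory genes slightly high in the cluster of 92 cultured cells with few UMIs, relative to the other cultured cells. Of 27 genes of cell-matrix adhesion with a ratio, 21 were at least 2-fold lower, and the median log2 ratio was -1.72. Fibronectin (Fn1) was at 45.8 against 346 CPM, the hyaluronan receptor Cd44 at 64.5 against 299 CPM and integrin beta 1 (Itgb1) at 94.7 against 425 CPM. Of 75 nuclear-encoded subunits of the respiratory chain, 60 lay above 0, with a median of 0.45 and only 1 at least 2-fold higher. That gene was Cox7b, a subunit of cytochrome c oxidase, which is also among the genes that lead the cluster. The 13 subunits encoded by mitochondrial DNA had a median of -0.19, with 11 below 0.
The same cells held little of the nuclear RNA Malat1, at 228 against 5399 CPM. Cytosolic ribosomal proteins were higher in 80 of 83 genes (median 0.38). Collagens and other matrix genes were at least 2-fold lower in 19 of 21 (median -2.51). Among 10000 random lists matched on expression, adhesion stood at percentile 0.0100, nuclear-encoded respiratory subunits at 100 and mitochondrially encoded subunits at 18.7. This cluster was set beside CultureB, and the other cells beside CultureA, after the clusters and Fig. 2 had been seen.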

Although ClusterA and Cluster B are different through gene set analysis, transcriptomic signature was lacking since no cell type-specific gene set was detected. Additionally, fresh CPC marker expression^29^ levels were comparatively low in cultured CPCs (Fig. S5f). 

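Outside of smooth muscle and fibroblast genes, markers of cardiac and blood cell types were low in cultured CPCs. In the 692 cultured cells outside the cluster with few UMIs, the 6 smooth muscle markers summed to 1020 CPM, nearly all from Acta2 (smooth muscle actin, 608 CPM) and Tagln (transgelin, 410 CPM). The 10 fibroblast markers summed to 685 CPM, against 76496 CPM in fresh fibroblast-like cells. Markers of mature T cells were at 61.4 CPM, cardiomyocyte markers at 40.3 CPM, endothelial markers at 30.7 CPM and pericyte markers at 16.4 CPM. Macrophage markers were at 10.3 CPM, granulocyte markers at 0.610 CPM and mast cell markers at 0.0938 CPM. In the cluster with few UMIs, smooth muscle markers reached 1593 CPM and fibroblast markers 247 CPM.
Acta2 and Tagln belong to a list of 19 contractile and myofibroblast genes. Of the 18 with a ratio, 13 were at least 2-fold higher in cultured than in fresh CPCs, with a median log2 ratio of 1.83 at percentile 100 of matched random lists. Ankrd1 was 75.5-fold higher (63.9 to 89.9) and the collagen crosslinking enzyme Lox 42.8-fold higher (32.7 to 57.0). Postn, a matrix protein of activated fibroblasts, was 255-fold lower (138 to 533).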

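Of the 10 CPC markers, 7 were at least 2-fold lower in cultured CPCs. The surface antigens Ly6a (Sca-1) and Cd34 were 73.0-fold (61.1 to 88.0) and 28.5-fold (26.6 to 30.6) lower, and endoglin (Eng) was 4.70-fold lower (4.38 to 5.04). The cardiac transcription factors Gata4 and Mef2c were 3.24-fold (2.72 to 3.86) and 5.80-fold (5.02 to 6.72) lower. Ptprc (CD45), the pan-leukocyte antigen, was 122-fold lower (47.1 to 452) on 4 cultured UMIs. In the fresh library it was at 162 and 91.0 CPM in the T lymphoid-like clusters and at no more than 1.06 CPM in the other fresh clusters. Abcg2, a drug efflux transporter, stood at 27.0 and 26.3 CPM. Nkx2-5, a transcription factor of cardiac development, was 13.1-fold higher in cultured CPCs (7.22 to 26.6), from 11 fresh UMIs. The adhesion molecule Alcam was 6.33-fold higher (5.51 to 7.31). The median log2 ratio was -2.38, at percentile 0.180 of matched random lists. Against fibroblast-like fresh cells, 5 of the 8 markers with a ratio were at least 2-fold lower and 2 higher (median -1.74).
Kit, the gene of the sorted receptor, had 23 UMIs in the fresh library and was not listed in the cultured library, at least 15.0-fold lower. A Kit UMI was found in 19 of 1605 fresh cells (1.18%, 0.714 to 1.84). By class the share was 5.97% (2.61 to 11.4) of endothelial-like cells at a median of 5391.5 UMIs and 4.23% (1.84 to 8.17) of T lymphoid-like cells at 8344 UMIs. It was 0.235% (0.0485 to 0.686) of fibroblast-like cells at 6455 UMIs.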

Each cluster of freshly isolated cell possesses a unique set of DEGs not detected in other clusters, while the two clusters of cultured cell share their DEGs (Fig. 2c). 

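The markers that Fig. 2c shows for cultured CPCs were present in both kinds of cultured cells. All 34 were at least 2-fold higher in the cultured than in the fresh library, with a median log2 ratio of 4.52 at percentile 100. The study had chosen them on these same cells, so this direction and percentile were given beforehand. Between the cluster of 92 cells with few UMIs and the other cultured cells, 21 of the 34 differed by less than 2-fold, 11 were at least 2-fold lower in the cluster and 2 higher. Ccnd1 (cyclin D1) was at 849 CPM in the cluster and 815 CPM in the others, and Spp1 at 418 and 893 CPM. Ankrd1, a nuclear stress-response protein of muscle, was at 193 and 950 CPM. Cdkn2a was higher in the cluster, at 319 against 145 CPM.
Hematopoietic and endothelial markers were rare in the other fresh classes. At 3000 UMIs per cell, the median marker of the hematopoietic cluster had a UMI in 0.498% of fibroblast-like and 0.427% of endothelial-like cells. For the endothelial cluster the median was 0.456% of fibroblast-like and 0% of T lymphoid-like cells. CIC markers were found in 11.1% of endothelial-like and 6.46% of T lymphoid-like cells. These genes were read from Fig. 2 and had been chosen by the study on the same cells, so their direction is not independent evidence.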

In summary, sub-populations were readily identifiable in freshly isolated CPCs, but not evident in cultured CPCs.

**Figure 2:**
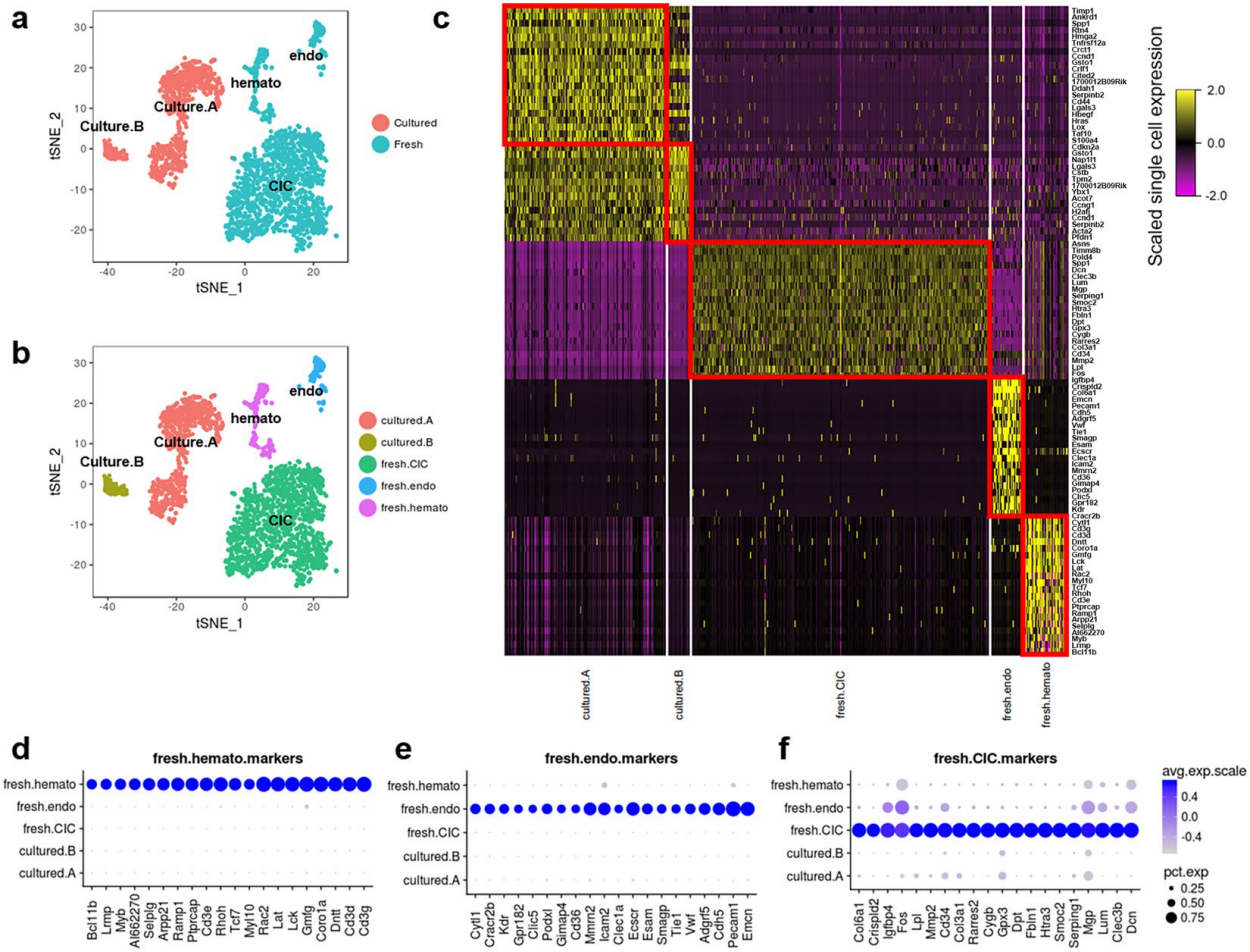
Loss of identity markers following *ex vivo* expansion. (**a**,**b**) t-SNE plots show single cells labeled by environments (**a**) or cell types (**b**). Cell clusters are identified by expression level of marker genes and gene set analysis as shown in Figs S4 and S5. (**c**) Heatmap representing top 20 marker genes of each cluster. (**d**–**f**) Dotplots representing top 20 marker genes of each cluster. Marker genes were identified in an unbiased fashion blind to known cell type markers. Individual dots are sized to reflect the proportion of cells of each type expressing the marker gene and colored to reflect the mean expression of each marker gene across all cells as indicated in the key.

### Loss of identity markers and enhanced cell proliferation consequential to culture expansion

The relationship between fresh versus cultured CPCs was assessed for expression of marker genes between clusters. Identifier marker genes for fresh cell clusters were substantially down-regulated in cultured cells (Figs 2d–f and S5e). 

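Every marker that Fig. 2d-f names for a fresh cluster was at least 2-fold lower in cultured CPCs, 20 of 20 for each of the 3 sets. Among hematopoietic markers, the T cell receptor subunit genes Cd3g and Cd3d were not listed in cultured cells, at least 2431-fold and 1102-fold lower. The kinase gene Lck was 804-fold lower (275 to 3906) on 3 UMIs. Among endothelial markers, Cytl1 and Vwf (von Willebrand factor) were not listed in cultured cells and were at least 1174-fold and 653-fold lower. Pecam1 was 109-fold lower (66.0 to 197) and Emcn 12.7-fold lower (10.7 to 15.2). The smallest endothelial ratio was that of Ecscr, 7.00-fold lower (5.69 to 8.66). Among CIC markers, the fibulin gene Fbln1 was 409-fold lower (316 to 538). The gelatinase gene Mmp2 was 99.1-fold lower (84.7 to 117), and Mgp, an inhibitor of calcification, 38.1-fold lower (37.0 to 39.2).
Against the fresh class that carries them, the median marker was 1778-fold lower for the hematopoietic, 1110-fold for the endothelial and 389-fold for the CIC set. Of each 20 markers, 9, 8 and 3 were not listed in the cultured library, so these medians rest in part on the floor. At 3000 UMIs per cell the median marker had a UMI in 63.5%, 53.4% and 93.1% of the cells of its own fresh class. In cultured cells outside the cluster with few UMIs these medians were 0%, 0.0723% and 1.45%. The fresh sums include T lymphoid-like and endothelial-like cells, so these ratios cannot tell absence of such cells from lower levels within cells. Against fibroblast-like fresh cells, 9 of 10 hematopoietic markers with a ratio were at least 2-fold lower. Of 12 endothelial markers with a ratio, 6 were at least 2-fold lower and 3 at least 2-fold higher. All 20 CIC markers were at least 2-fold lower. The study chose these markers on the same cells.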

Marker transcript identity for cultured cells revealed protein metabolism and cell cycle pathways were enriched in the 10X Genomics cultured dataset assessed by searching for upregulated genes using gene set analysis with gene ontology (GO) terms. 

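Genes of protein synthesis and protein handling were mostly higher in cultured than in fresh CPCs, by modest factors. Of 77 mitochondrial ribosomal protein genes, 68 lay above 0 on the log2 scale and 25 were at least 2-fold higher (median 0.69). Of 26 genes of mitochondrial protein import, 20 were higher and 13 at least 2-fold (median 1.00), with the outer membrane receptor gene Tomm20 at 4.45-fold (4.28 to 4.63) and the channel gene Tomm40 at 4.01-fold (3.72 to 4.34). Translation factors were higher in 35 of 43 (median 0.66). The largest ratio among them was that of Eif4ebp1, a repressor of cap-dependent initiation, at 9.74-fold (9.05 to 10.5). Cytosolic tRNA synthetases were higher in 17 of 20 (median 0.73), led by Aars at 4.98-fold (4.48 to 5.55).
Cytosolic ribosomal protein genes were higher in 65 of 84 (median 0.50), but only 10 reached 2-fold, and Rps27 was 2.40-fold lower (2.37 to 2.44). Whether reads are shared between ribosomal genes and pseudogenes was not examined. All 7 measured subunits of the chaperonin CCT, which folds actin and tubulin, were higher (median 0.95), as were 13 of 14 proteasome core subunits (median 0.51). Nuclear-encoded respiratory subunits had a median of 0.23, with 50 of 75 above 0, and mitochondrially encoded subunits a median of -0.14, with 5 of 13 above 0.
Among 10000 random lists matched on expression, mitochondrial ribosomal proteins and protein import stood at percentile 100, tRNA synthetases at 99.7, translation factors at 98.7 and CCT at 91.0. Cytosolic ribosomal proteins stood at 76.4, the proteasome at 70.2, nuclear-encoded respiratory subunits at 34.8 and mitochondrially encoded ones at 17.2. Against fibroblast-like fresh cells, 26 of 83 cytosolic and 38 of 76 mitochondrial ribosomal protein genes were at least 2-fold higher. In that comparison cytosolic ribosomal proteins stood at percentile 96.4, CCT at 97.0, the proteasome at 78.4, and nuclear-encoded and mitochondrially encoded respiratory subunits at 63.6 and 22.2. The median over all 13013 genes with a ratio was -0.46, and -0.05 with median-of-ratios size factors, which turned the mitochondrially encoded median to 0.27 and left the other signs.

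**Figure D1:**
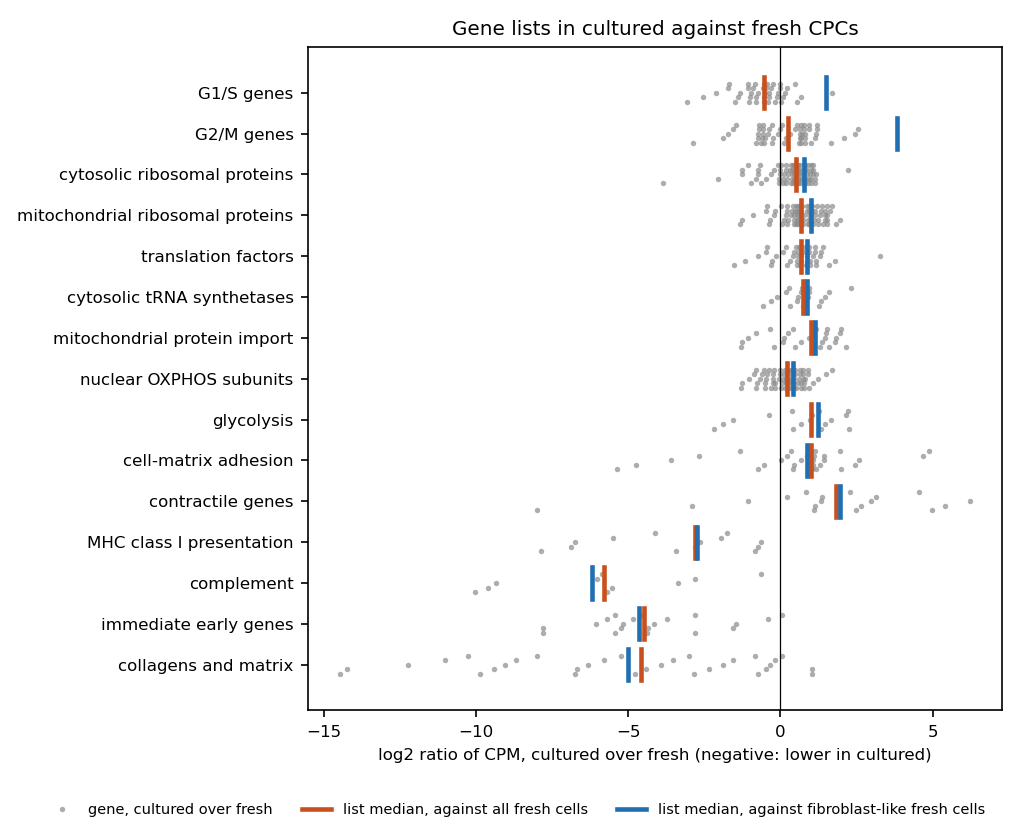
Log2 ratio of CPM in cultured over fresh CPCs for the genes of 15 lists (grey points), with each list's median against all fresh cells (orange) and against fibroblast-like fresh cells (blue). Protein synthesis lists sit a little above 0, while collagens and matrix, complement and immediate early genes sit several log2 units below it. The medians of the cell cycle lists lie further right against fibroblast-like cells. The G1/S median against all fresh cells lies above 0 (0.16) when each cell weighs the same.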

Elevated expression of transcripts associated with protein synthesis and cell proliferation is consistent with biological selective pressures of *in vitro* expansion (Fig. 3a). Proliferation-related pathways (such as ‘mesenchymal cell proliferation’) were detected as a common pathway between 10X Genomics and Smart-Seq2 data (Fig. 3b). Expression patterns of all cell cycle (CC) -related genes was assessed in both datasets^30^ to confirm the result of gene set analysis at individual gene level. 

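Most genes of cell division that the comparison names were somewhat higher in cultured CPCs than in the whole fresh library, and many-fold higher than in its fibroblast-like cells. Aurora kinase A (Aurka), which organizes spindle poles, was 1.76-fold higher (1.46 to 2.13) than in the fresh library. The mitotic kinase Cdk1 was 1.70-fold higher (1.52 to 1.90). The centromere protein genes Cenpa, Cenpe and Cenpf were 1.98-fold (1.77 to 2.23), 1.60-fold (1.37 to 1.86) and 1.73-fold (1.52 to 1.98) higher. Aurora kinase B (Aurkb) was 1.22-fold lower (1.02 to 1.47) and cyclin B2 (Ccnb2) 1.2-fold lower (1.05 to 1.36). Against fibroblast-like cells alone, all 7 were higher, Aurka by 27.4-fold, Cenpe by 24.0-fold, Cdk1 by 17.5-fold, Cenpf by 16.5-fold, Aurkb by 15.0-fold, Cenpa by 10.8-fold and Ccnb2 by 8.16-fold.
Of 54 G2/M genes, 30 lay above 0 against the fresh library, 8 at least 2-fold higher and 5 at least 2-fold lower (median log2 ratio 0.25, percentile 99.9 of matched random lists). Of 43 G1/S genes, 8 lay above 0, with 1 at least 2-fold higher and 11 at least 2-fold lower (median -0.54, percentile 26.7). Gins2, a subunit of the replicative helicase complex, was 3.20-fold higher (2.77 to 3.72), and the sliding clamp gene Pcna 4.36-fold lower (3.99 to 4.76).
The T lymphoid-like class held 72.9% of the fresh library's UMIs of the G1/S list and 70.4% of those of the G2/M list, with 18.1% of all its UMIs. Against fibroblast-like cells, 27 of 43 G1/S genes and 45 of 54 G2/M genes were at least 2-fold higher in cultured CPCs, with medians of 1.5 and 3.84. With each cell weighing the same, the medians against all fresh cells were 0.16 for G1/S and 1.28 for G2/M genes, and with median-of-ratios size factors -0.13 and 0.66. The ratios of single genes above, those of Aurkb and Ccnb2 included, are of UMI sums under scaling to total UMIs. The dotplots of Fig. 3 instead show mean expression over cells. Median-of-ratios size factors raise all ratios alike, by enough to put Aurkb and Ccnb2 above 0.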

Multiple G1/S phase- and G2/M phase-specific genes were commonly upregulated in cultured cells (Fig. 3c–f) including aurora kinases (Aurka and Aurkb), cyclin B2 (Ccnb2), centromere proteins (Cenpa, Cenpe and Cenpf) and cyclin-dependent kinase 1(Cdk1) in both 10X Genomics and Smart-Seq2 datasets. Based upon expression level of CC genes, cell cycle scores were calculated^30^ and cell cycle stages were estimated (Fig. 3g–j). 

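By cell cycle score, 237 of 784 cultured CPCs were placed in G2/M (30.2%, 27.0 to 33.6) and 66 of 1605 fresh CPCs (4.11%, 3.19 to 5.20). S phase took 20.9% (18.1 to 23.9) of cultured and 13.8% (12.1 to 15.6) of fresh cells. At 3000 UMIs per cell the G2/M shares were 29.5% and 3.92%. Within the cultured library, 71.1% of the cluster led by Anln and Birc5 was in G2/M and 6.19% of the largest cluster.
Of the 66 fresh cells placed in G2/M, 56 were T lymphoid-like, and of the 221 fresh cells placed in S, 114. Of the 189 T lymphoid-like cells, 60.3% (53 to 67.3) were in S and 29.6% (23.2 to 36.7) in G2/M, against 0.627% (0.271 to 1.23) in G2/M among fibroblast-like and 1.49% (0.181 to 5.29) among endothelial-like cells. Their transcripts of the 54 G2/M genes summed to 9829 CPM, against 857.6 CPM in fibroblast-like and 1475 CPM in endothelial-like cells and 2914 CPM in cultured cells outside the cluster with few UMIs. The proliferation marker Mki67 was at 30.0 CPM in the fresh library and 20.2 CPM in the cultured library, and at 1.43 CPM in fibroblast-like cells. With T lymphoid-like cells left out before scoring, the G2/M shares were 2.19% of fresh and 34.1% of cultured cells. Phases are scores relative to control genes, and how far free RNA in the droplets enters them was left open.

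**Figure D2:**
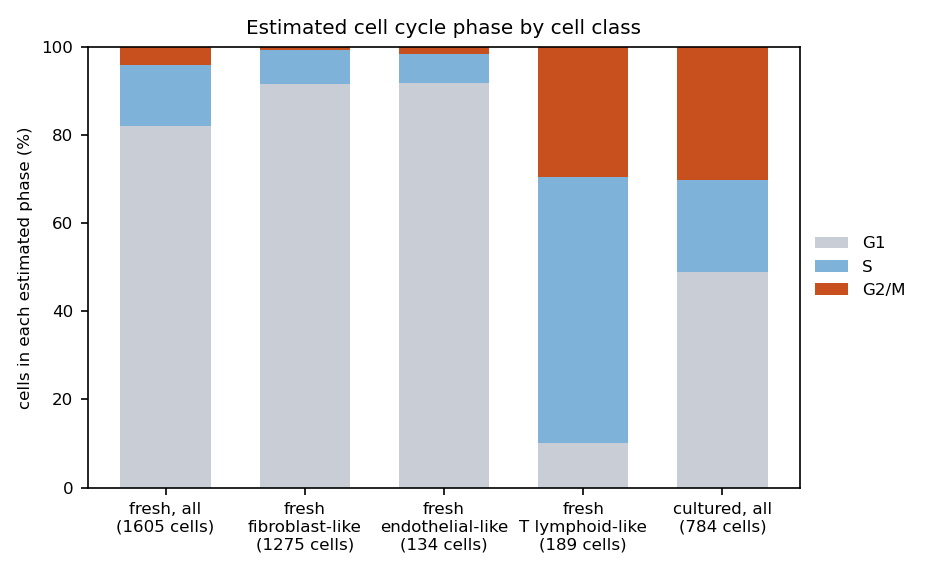
Share of cells (percent) in G1, S and G2/M by cell cycle score in all fresh CPCs, in the 3 fresh classes and in all cultured CPCs, as stacked bars that sum to 100%. The T lymphoid-like bar resembles the cultured bar in its G2/M part (29.6% and 30.2%), while the fibroblast-like bar has 91.7% in G1.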

A higher G2/M ratio was present in cultured cells indicative of proliferative state (average G2/M ratio: 4.8% and 29.0% in fresh and cultured CPCs, respectively; 9.3% and 43.7% in fresh and cultured cells from meta-analysis, respectively). Collectively, cultured cells are characterized by loss of original identity markers and a transcriptome profile characterized by up-regulated cell proliferation genes.

**Figure 3:**
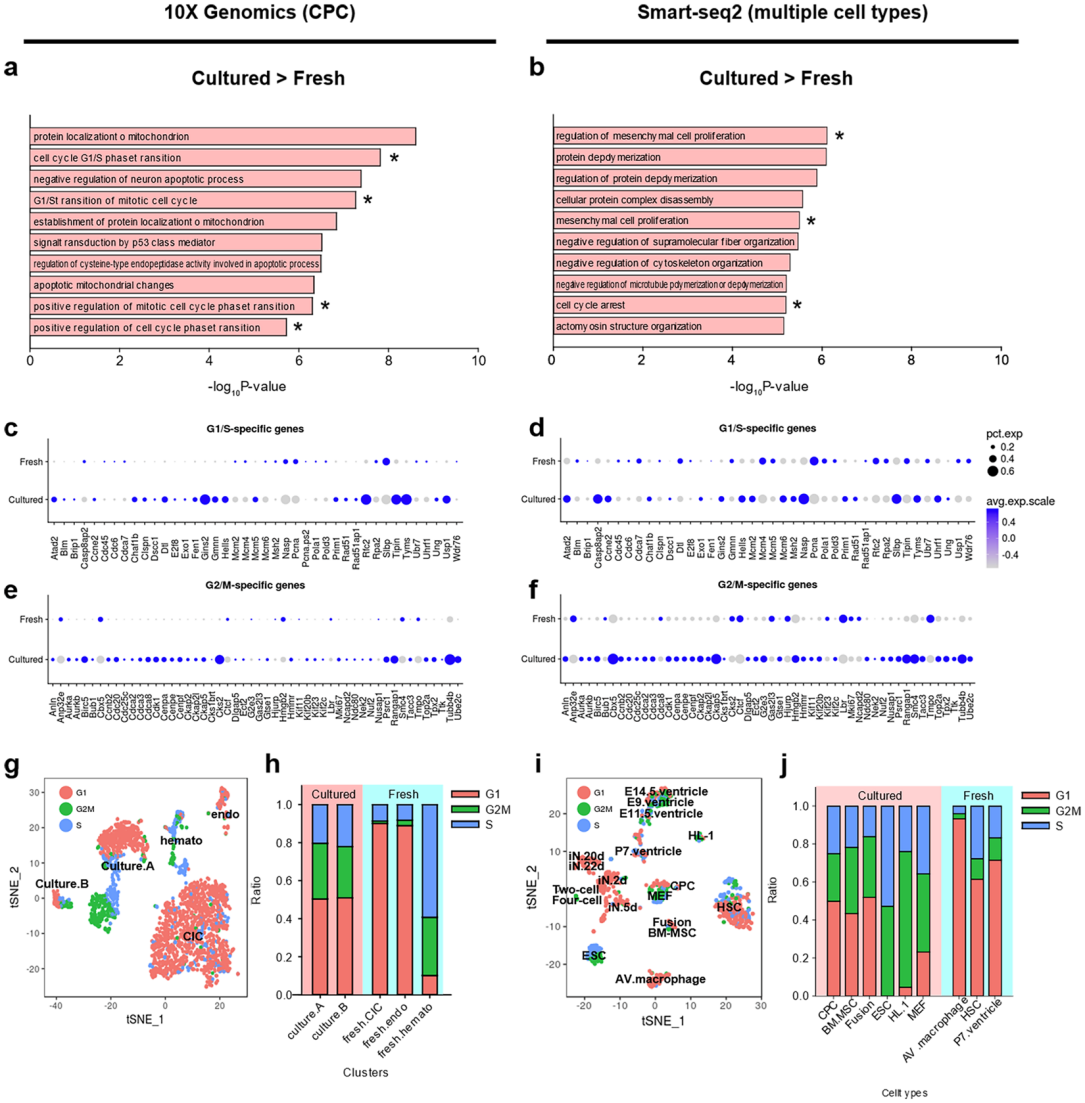
Culture expansion increases expression of cell proliferation-related genes. (**a**,**b**) Bar graph represents top 10 GO terms up-regulated in cultured cells revealed by gene set enrichment analysis from 10X Genomics (**a**) or Smart-Seq2 data analysis (**b**). Asterisks represent cell proliferation-related GO terms commonly observed in both 10X Genomics and Smart-Seq2. (**c**–**f**) Dotplots representing expression level of cell cycle genes. The size of dots represents the percentage of cells with sequencing reads for each gene and color code represents average expression level. Expression level of G1/S and G2/M-specific genes are shown in (**c**,**e**), respectively, for 10X Genomics dataset with identical genes shown in (**d**,**f**) for Smart-Seq2 dataset. Individual dots are sized to reflect the proportion of cells of each type expressing the marker gene and colored to reflect the mean expression of each marker gene across all cells, as indicated in the key. (**g**,**i**) t-SNE plots labeled by estimated cell cycle status for 10X Genomics data (**g**) or Smart-Seq2 data (**i**). (**h**,**j**) Stacked bar graph representing ratio of cell cycle stages in each cluster for 10X Genomics data (**h**) or Smart-Seq2 data (**j**). Embryonic cells were excluded from fresh cells and experimentally differentiated neurons were excluded from cultured cells in panel (**j**) because embryonic cells are highly proliferative unlike other fresh cells and differentiated neurons are post-mitotic cells unlike other cultured cells.

### Increased diversity of transcriptome consequential to *in vitro* expansion

Transcriptome alteration in cultured CPCs and meta-analysis of multiple cell types indicates a global (widespread) alteration of transcriptome rather than limited reprogramming of selected cell type-specific genes. 

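Cultured CPCs had more detected genes per cell than fresh CPCs in the counts as deposited, and slightly fewer at equal depth. With all UMIs, the median was 2198 genes in fresh and 4409.5 genes in cultured CPCs, a ratio of 2.01, while cultured cells also held more UMIs. With each cell thinned to 3000 UMIs, the median was 1331 genes in 1507 fresh cells and 1254.5 genes in 784 cultured cells, a ratio of 0.943 (0.932 to 0.95). The ratio was 0.95 at 2000 UMIs and 0.929 at 5000 UMIs. Fibroblast-like fresh cells alone gave a median of 1337 genes at 3000 UMIs, endothelial-like cells 1367 and T lymphoid-like cells 1271.5.
Over 784 cells of each library at 3000 UMIs, 12342 genes were found in at least 3 fresh cells and 10873 in at least 3 cultured cells. Of these, 10201 were found in both, 2141 in the fresh library only and 672 in the cultured library only. Fresh cells include T lymphoid-like and endothelial-like cells, whose own genes add to their total. With fibroblast-like fresh cells alone the ratio of cultured to fresh genes was 0.935.

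**Figure D3:**
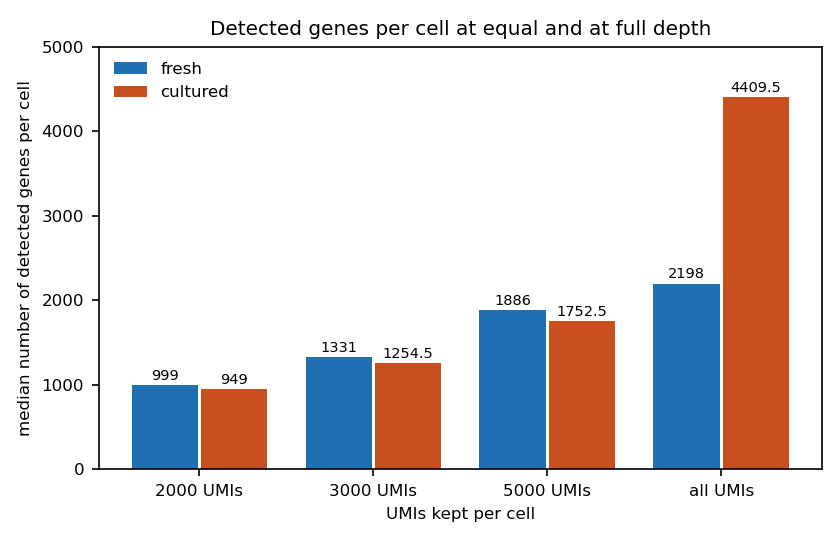
Median number of detected genes per cell in fresh (blue) and cultured (orange) CPCs when each cell is thinned to 2000, 3000 or 5000 UMIs and with all UMIs. Cells with fewer UMIs than the stated number are left out, and the bars differ by more than 10% only with all UMIs (2198 and 4409.5 genes).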

Overall transcriptome diversity reflected by the number of detected genes in 10X Genomics dataset increased two-fold in cultured CPCs, corroborated by Smart-Seq2 dataset meta-analysis (median number of genes detected: 2,065 and 4,312 genes in fresh and cultured cells for 10X Genomics, and 3,490 and 6,528 genes in fresh or cultured cells for Smart-Seq2, respectively; Fig. 4a,b; p < 0.001, Wilcoxon rank sum test). Cultured cells still exhibit significantly increased detected genes after normalization by downsampling (median: 4,187 and 5,559 genes in fresh or cultured cells, respectively; Fig. 4c; p < 0.001, Wilcoxon rank sum test). These findings support the premise that *ex vivo* expansion of CPCs promotes increased transcriptome diversity despite loss of tissue-specific marker identity (Figs 2 and 3).

**Figure 4:**
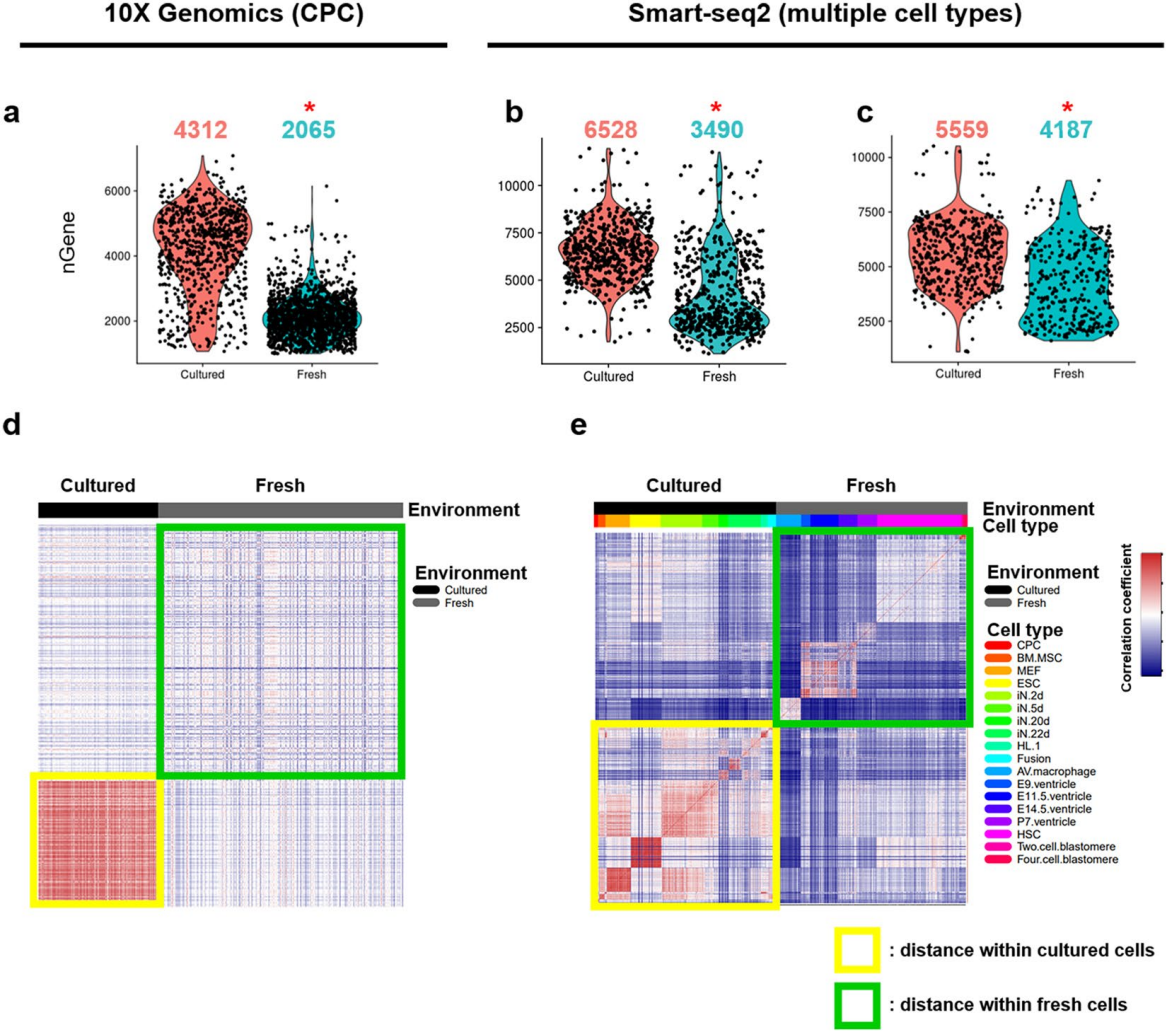
Cells acquire thousands of genes expressed during tissue culture while losing heterogeneity. (**a**–**c**) Violin plots represent the number of detected genes in freshly isolated cells or cultured cells in 10X Genomics (**a**) or in Smart-Seq2 (**b**,**c**) datasets. The number above the violin plots represent the median value of the number of detected genes. nGene, the number of detected genes; *p-value < 2.2e-16, Wilcoxon rank sum test. (**d**,**e**) Heatmaps depicting similarity between single-cells, indicating cultured cells have higher similarity compared with the similarity between fresh cells in 10X Genomics (**d**) or in Smart-Seq2 datasets (**e**). CPC, cardiac progenitor cell; BM.MSC, bone marrow-derived mesenchymal stromal cell; MEF, mouse embryonic fibroblast; ESC, embryonic stem cell; iN, induced neuronal cell; HL-1, atrial cardiomyocyte cell line; Fusion, Fusion cell of BM-MSC and HL-1; AV macrophage, atrioventricular node macrophage; E9, E11.5, E14.5, embryo 9, 11.5, 14.5 days, respectively; P7, postnatal 7 days; HSC, hematopoietic stem cell; nGene, the number of genes detected.

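Cultured CPCs resembled each other more than fresh CPCs did, and part of this difference went with the number of UMIs per cell. Over the 2170 variable genes, the median Pearson correlation between cells was 0.817 within the cultured library and 0.628 within the fresh library, a difference of 0.190. With each cell thinned to 3000 UMIs the medians were 0.646 and 0.564, a difference of 0.082 (0.076 to 0.092 over 10 random splits of the cells).
The fresh library holds several cell classes. At 3000 UMIs, the median correlation was 0.594 within fibroblast-like, 0.510 within T lymphoid-like and 0.455 within endothelial-like cells. The difference between cultured and fibroblast-like fresh cells was then 0.052 (0.047 to 0.057). Without cell cycle genes the difference between the libraries as deposited was 0.197. The ranges describe which cells were drawn within these libraries and are not replicate error.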

Interestingly, transcriptome alterations prompted by *ex vivo* expansion increase population homogeneity compared to freshly isolated CPCs extracted from their native niche *in vivo* microenvironment (Fig. 4d). The postulate that cultured cells exhibit greater transcriptome similarity than freshly isolated cells was confirmed by Smart-Seq2 datasets (Fig. 4e). The environmental influence of cell culture promotes transcriptome migration toward a common shared profile throughout the population with minimal unique signatures. In summary, environment-dependent influences play a major role in determination of cellular transcriptome and *ex vivo* culture expansion of isolated CPCs dramatically alters their transcriptional profile.

## Discussion

Every cell type is characterized by a unique set of expressed genes known as identity markers together with commonly shared gene profiles. Retaining cellular identity is important to maintain functional properties that presumably are inextricably associated with biological activity. In the context of cardiac stem cell therapy, multiple cell types have been used for therapeutic intervention with standard protocols involving *in vitro* cell expansion to provide sufficient quantities for introduction into the damaged myocardium. However, drift in transcriptional identity of freshly isolated CPCs used for stem cell treatment consequential to *in vitro* expansion has not been addressed on the single cell level. Findings from this study derived from massively parallel digital transcriptomic profiling and meta-analysis of multiple scRNA-Seq datasets reveal that *in vitro* CPC expansion is associated with increased transcriptome diversity by acquiring expression of thousands of genes, up-regulation of cell cycle and metabolism genes, and loss of identity marker gene expression that increased transcriptional similarity among multiple types of cultured cells (Fig. 5). Transcriptional profiles in response to environment are largely conserved among various cell types, which has important implications for implementation and expectations of cardiac stem cell therapeutic implementation as discussed below.

**Figure 5:**
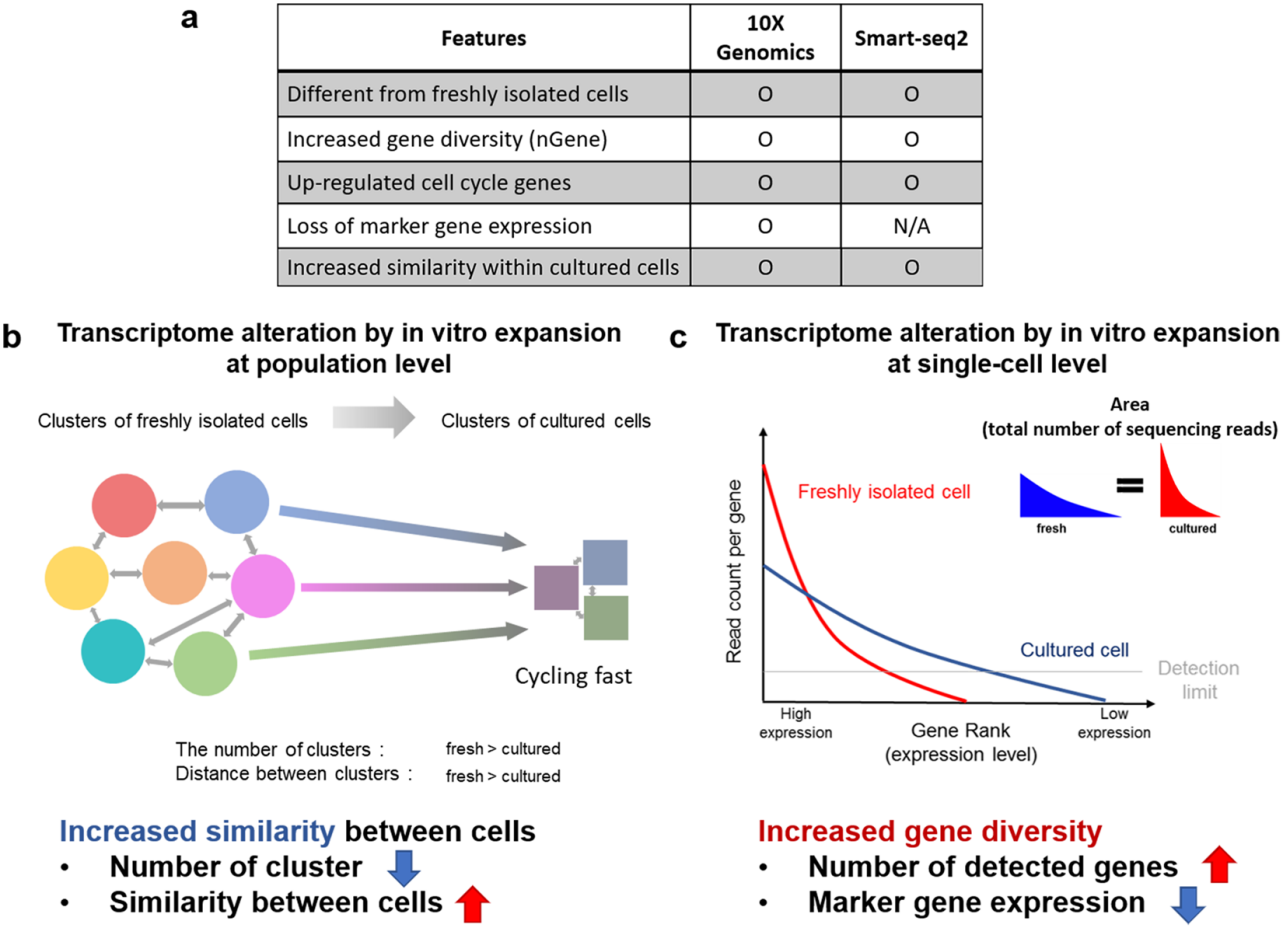
Transcriptome alteration by *in vitro* expansion. (**a**) Five key features of cells acquired during tissue culture. (**b**,**c**) Proposed model at the aspect of population (**b**) or single-cell (**c**) level. *Ex vivo* expansion in culture prompts loss of transcriptomic heterogeneity, leading to high similarity between cultured cells regardless of cell type. Expression of identity markers is suppressed with concomitant acquisition of expression for thousands of genes following culture characterized by increased transcriptome diversity.

Consequences and desirability of phenotypic and functional alterations to *ex vivo* expanded CPCs are largely unrecognized and uncharacterized, but there is ample evidence that culture conditions exert profound influence upon cellular biological properties^31–34^. For example, low oxygen tension improved self-renewal and maintained differentiation potential^35^, whereas microcarrier and stirrer systems increased CPC expansion while retaining cellular phenotype and omics profiles^31^. Stem cell immaturity and inhibition of gene methylation was promoted by replacement of serum with human supplements^34,36,37^. Collectively, the intent of such studies is to improve cell expansion efficiency or the quality of the expanded cells through the manipulation of culture conditions, but the referential point of how such manipulations drift from ancestral fresh cell origins was not a factor in assessments. Consequences of *in vitro* expansion and biological drift upon cellular properties is an important consideration, especially if the intended outcome is to capitalize upon the identity and functionality of forerunners by creating an expanded derivative population with traits conserved from their origins.

Transcriptome profiles may be more profoundly altered by culture conditions depending upon cellular differentiation status. Culture conditions provoked relatively minor differences in mesenchymal stem cell (MSC) from uncultured predecessors at transcriptome level^12^, whereas terminally differentiated cells such as brain macrophages and endometrial cells are all altered substantially by *in vitro* conditions^14,15^. Previous studies suggest CPC multipotentiality for lineage commitment^38^ that could lead to prediction of modest transcriptomic changes resulting from *in vitro* expansion as noted for MSC^12^. However, results with CPCs presented in this report indicate profound changes in transcriptome with coordinated up-regulation of majority of cell cycle genes (Fig. 3), in contrast to down-regulated cell cycle inhibitors promoting increased cell cycle activity in MSC^12^. 

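Inhibitors of cyclin-dependent kinases went both ways in cultured CPCs, with 3 of 7 at least 2-fold higher and 4 at least 2-fold lower. Cdkn2a, the locus of p16Ink4a and p19Arf, was at 152 CPM (147 to 158) and not listed in fresh CPCs, at least 577-fold higher, with a UMI in 36.2% of cultured cells thinned to 3000 UMIs. Cdkn2b (p15) was 17.8-fold higher (10.5 to 32.7) and Cdkn1a (p21) 4.19-fold higher (3.99 to 4.40). Cdkn1b (p27) and Cdkn1c (p57) were 15.9-fold (12.1 to 21.4) and 16.2-fold (12.9 to 20.5) lower, Cdkn2c 4.86-fold (4.10 to 5.76) and Cdkn2d 2.69-fold (2.33 to 3.11) lower. The list's median log2 ratio was -1.43, at percentile 3.31 of matched random lists, while its summed level was 345.5 CPM in fresh and 870.6 CPM in cultured CPCs.
Of 20 target genes of p53, 15 were at least 2-fold higher (median 1.74, percentile 100). Perp was 15.8-fold (12.7 to 20.1), Ccng1 9.61-fold (8.65 to 10.7) and the p53 ubiquitin ligase Mdm2 4.62-fold (4.23 to 5.05) higher. Gadd45a and Btg2 were 13.5-fold (11.9 to 15.3) and 28.7-fold (27.0 to 30.6) lower, and Btg2 is also a gene that tissue dissociation induces. Cyclin D1 (Ccnd1), the partner of the kinases that p16Ink4a blocks, was 22.8-fold higher (20.7 to 25.3). UMIs of Cdkn2a were not assigned to p16Ink4a or p19Arf.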

Technical differences in transcriptome analyses could also play a role, as the microarray used for comparing fresh MSC with cultured MSC might not be sensitive as RNA-sequencing used for other cell types presented herein. Changes in transcriptome resultant to culture conditions for CPC may also reflect capacity of the *in vivo* niche to inhibit cellular activation and proliferation. Considerations of bulk versus scRNA-Seq and microarray versus whole transcriptome profiling will always present challenges when performing cross-platform comparisons of transcriptomic datasets and needs further attention to identify potential limitations and caveats.

The advent of scRNA-Seq technology has enabled a powerful advance in delineation of population heterogeneity of freshly isolated cells^17,39–41^. In comparison, relatively little attention has been focused upon characterization of population heterogeneity for donor cells prepared for cell therapy, particularly at the single cell level. The overarching findings presented herein show that CPC population heterogeneity decreases following *in vitro* expansion resulting in a more homogeneous transcriptomic profile. Future studies will need to determine the general applicability of these observations to additional cardiac-derived stem cell types as recently characterized by our group^25^. Implications of donor cell population homogeneity for therapeutic stem cell treatment are significant, as the capacity of *ex vivo* expanded effector cells to maintain their acquired *in vitro* transcriptomic profile or adapt to *in vivo* environmental conditions upon reintroduction to damaged myocardium remain wholly unexplored.

The substantial alteration of transcriptome as well as loss of original identity markers suggests a marked change in functional characteristics of *in vitro* expanded cells from their freshly isolated ancestors. A key question to be resolved remains as to whether alterations prompted by culture conditions exhibit plasticity upon introduction to intact tissue. Limitations of our conclusions include the possibility that murine cells may be less stable in culture compared to human cells and that cell products prepared for clinical trials may be used at lower passages. Tissue culture influence upon efficacy of cell therapy and mitigation of undesirable transcriptional reprogramming requires systematic analyses using the multiple cell types currently being advances for clinical interventional approaches. Findings of considerable transcriptional drift and decreased population heterogeneity for *in vitro* expanded cells revealed in this study could well account for consistently modest outcomes of cardiovascular cell therapy regardless of chosen cell type^42^. Greater appreciation of the impact, permanence, and functional benefits or impairments yielded by *in vitro* expansion of stem cells will contribute significantly toward development of improved protocols and cell preparations to enhance the reparative potential of adoptively transferred regeneration-associated cellular effectors.

## Methods

### Isolation of c-Kit^+^/Lin^−^ CPC populations

Adult c-Kit^+^ CPCs were isolated and expanded as previously described^43^. Briefly, for each sample preparation, two FVB female mice hearts were perfused on a Langendorff system for blood removal, and tissue was subsequently digested for 10–15 minutes with Liberase DH digestion buffer (Roche 05401089001, 5 mg/mL in perfusion buffer) and dissociated through pipetting. After removing cardiomyocytes by cell strainers, c-Kit^+^/Lin^−^ CPCs were obtained by immunomagnetic sorting with Lineage depletion kit and CD117-conjugated Microbeads (Miltenyi Biotech 130-048-102). Fresh isolated CPCs were subjected to immediate single-cell RNA-Seq analysis or cultured for five passages and then used for single-cell RNA-seq. All experiments involving mice and use of vertebrate animals were carried out according to Institutional Review Boards (IRB) policy and approved by the Institutional Animal Care and Use Committee (IACUC) at San Diego State University.

### Single-cell RNA-seq

#### 10X Genomics platform

Freshly isolated and cultured CPCs suspensions were loaded on a Chromium™ Controller (10x Genomics) and single-cell RNA-Seq libraries were prepared using Chromium™ Single Cell 3′ Library & Gel Bead Kit v2 (10x Genomics) following manufacturer’s protocol. Each library was tested with Bioanalyzer (average library size: 450–490 bp). The sequencing libraries were quantified by quantitative PCR (KAPA Biosystems Library Quantification Kit for Illumina platforms P/N KK4824) and Qubit 3.0 with dsDNA HS Assay Kit (Thermo Fisher Scientific). Sequencing libraries were loaded at 2 pM on an Illumina HiSeq2500 with 2 × 75 paired-end kits using the following read length: 98 bp Read1, 8 bp i7 Index, and 26 bp Read2.

#### Smart-Seq2 platform

After trypsinizing cultured CPCs, single cells were captured under stereomicroscope by mouth pipetting with a ~0.2 mm diameter flame-pulled glass Pasteur pipet attached to aspirator tube (Sigma-Aldrich, A5177). Selected cells were dispensed into Eppendorf tube containing 10 μL cell lysis buffer provided by Smart-Seq v4 kit. cDNA was synthesized following manufacturer’s protocol (Smart-Seq v4 ultra low amount cDNA kit Clontech, 634888) and illumina sequencing libraries were then constructed using the Nextera XT DNA Sample Preparation kit (Illumina, FC-131-1024). The sequencing libraries were quantified by quantitative PCR (KAPA Biosystems Library Quantification Kit for Illumina platforms P/N KK4824) and Qubit 3.0 with dsDNA HS Assay Kit (Thermo Fisher Scientific). The pooled libraries were sequenced as paired-end 75 × 75 base reads on a NextSeq500 with mid-output kit.

### Data Analysis

#### 10X Genomics platform

The raw data was processed with the Cell Ranger pipeline (10X Genomics; version 2.0). Sequencing reads were aligned to the mouse genome mm10. Preparations derived from two mouse hearts per sample were used to produce 1,615 freshly isolated cells or 850 cultured cells for analysis. Cells with fewer than 1,000 genes or more than 10% of mitochondrial gene UMI count were filtered out and genes detected fewer than in three cells were filtered out^44^. Altogether, 2,383 cells and 15,786 genes were kept for downstream analysis using Seurat R Package (v2.3.0). 

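All 1615 fresh and 850 cultured barcodes in the deposited counts held at least 1000 genes. Mitochondrial transcripts exceeded 10% of UMIs in 10 fresh and 66 cultured cells. The filter therefore kept 1605 fresh cells (99.4%) and 784 cultured cells (92.2%), 2389 in all, with 15582 genes in at least 3 of them. The median share of mitochondrial UMIs over all barcodes was 2.19% in fresh and 2.15% in cultured cells. Of the barcodes, 2 occurred in both libraries. Xist, the RNA of the inactive X chromosome, was at 1009 CPM in fresh and 503 CPM in cultured cells, and 0 of the 4 Y-linked genes looked for were listed. The mice are labelled female.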

Approximately 2,000 variable genes were selected based on their expression and dispersion. The first 15 principal components were used for the t-SNE projection^21^ and unsupervised clustering^44^. Gene expression pathway analysis was performed using clusterProfiler^45^.

#### Smart-Seq2 platform

Smart-Seq2 scRNA-Seq datasets were obtained from public databases (Supplementary Table) with exception of the CPC dataset generated for this study. Sequencing reads were mapped to UCSC mouse genome mm10 using STAR v2.5.2b^46^ with default parameters and only uniquely mapped reads were kept. Read counts table was used as an input for generating Seurat object. Cells with fewer than 1,000 genes or more than 10% of mitochondrial gene count were filtered out and genes detected fewer than in three cells were filtered out. To exclude effects of sequencing depth variation, scRNA-Seq raw data were downsampled to 500,000 reads per cell by random selection of raw read from fastq files and re-analyzed. 18,698 genes and 1,126 cells were kept for further analysis. Clustering analysis and downstream analysis were performed as outlined in the 10X Genomics platform section.

### Statistics

Significant differences in the number of genes detected between fresh and cultured datasets from both platforms were analyzed with Wilcoxon matched-pairs rank sum test, meeting distribution assumption with statistical significance accepted when p < 0.05.

## Electronic supplementary material

Supplementary Information

## Data Availability

scRNA-Seq data generated in this study has been uploaded to the Gene Expression Omnibus (GEO) database (GSE114280). Seven public scRNA-Seq data sets were used in this study (see details in Supplementary Table).

# Supplementary material for: In situ transcriptome characteristics are lost following culture adaptation of adult cardiac stem cells
**Source:** Sci Rep. 2018 Aug 13;8:12060. doi: 10.1038/s41598-018-30551-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

***In situ* transcriptome characteristics are lost following culture adaptation of adult cardiac stem cells**

Taeyong Kim^1^, Oscar H. Echeagaray^1^, Bingyan J Wang^1^, Alexandria Casillas^1^, Kathleen M. Broughton^1^, Bong-Hyun Kim^2^, and Mark A Sussman^1,^*

**Detailed Experimental Procedures**

**Isolation of c-Kit^+^ / Lin^-^ CPC populations**

Adult c-Kit+ CPCs were isolated and expanded as previously described^1^. Twelve-week-old FVB female mice were heparinized and anesthetized by ketamine-xylazine solution. Hearts were removed from the chest cavity and perfused on a Langendorff system at 1mL/min flow rate at 37ºC with perfusion buffer (NaCl, KCl, KH2PO4, Na2HPO4, MgSO4•7H2O, NaHCO3, KHCO3 HEPES, Taurine, Glucose, and BDM) for blood removal, and tissue was subsequently digested for 10-15 minutes with Liberase DH digestion buffer (Roche 05401089001, 5 mg/mL in perfusion buffer). Heart was collected in STOP buffer (10% Bovine calf serum, 12.5 µM CaCl2), minced into 1 mm^3^ and dissociated through pipetting. The non-myocyte population was separated through serial cell straining (100 µm, 40 µm, and 30 µm pore size), followed by centrifugation at ~300 rcf for 10 minutes. c-Kit^+^ / Lin^-^ CPCs were obtained by immunomagnetic sorting with Lineage depletion kit and CD117-conjugated Microbeads (Miltenyi Biotech 130-048-102). Fresh isolated CPCs were separated for immediate single-cell RNA-Seq analysis.

All experiments involving mice and use of vertebrate animals were carried out according to Institutional Review Boards (IRB) policy and approved by the Institutional Animal Care and Use Committee (IACUC) at San Diego State University.

**CPC *in vitro* Culturing**

Upon isolation, CPCs from two individual hearts were pooled and plated on a pre-coated (0.1% porcine gelatin, 30 min at 37ºC) 35 mm tissue culture dish in growth medium (Dulbecco's modified Eagle's medium, 10% embryonic stem cells FBS, 1% insulin-transferrin-selenium, leukemia inhibitory factor [10 ng/mL], basic fibroblast growth factor [10 ng/mL], epidermal growth factor [20 ng/mL], L-glutamine [0.07 mg/mL], 1% penicillin-streptomycin-glutamine, 0.1% gentamicin, 2% B27 supplement, 1% N2 supplement). After five-seven days expansion, all adherent cells were passaged using 0.25% Trypsin/EDTA into a gelatin pre-coated 60 mm TC dish. For further expansion, adherent cells were expanded in growth medium when 40% confluency was reached and plated at approximately 200,000 cells on gelatin pre-coated 100 mm TC dish. All culturing conditions were kept in humidified incubator at 37ºC with 5% CO_2_ under normoxic condition (ambient air). Cells at passage 5 were used for scRNA-seq.

**Single-cell RNA-seq**

**10X Genomics platform**: Freshly isolated and cultured CPCs were washed with PBS, centrifuged and resuspended in 0.04% non-acetylated bovine serum albumin to an approximate cell concentration of 200 cells/μl. Cell suspensions were loaded on a Chromium™ Controller (10X Genomics) to generate single-cell Gel Bead-In-EMulsions (GEMs). Single-cell RNA-Seq libraries were prepared using Chromium™ Single Cell 3’ Library & Gel Bead Kit v2 (10X Genomics). GEM-reverse transcription (RT) was performed in a C1000 Touch Thermal cycler with TempAssure PCR 8-tube strip (USA Scientific): 55 °C for 2 h, 85 °C for 5 min; held at 4 °C. After RT, GEMs were broken, and the single-strand cDNA was cleaned up with DynaBeads MyOne Silane Beads (Thermo Fisher Scientific) and SPRIselect Reagent Kit (0.6X SPRI; Beckman Coulter). cDNA was amplified using the C1000 Touch Thermal cycler with TempAssure PCR 8-tube strip: 98 °C for 3 min; cycled 14X: 98 °C for 15 sec, 67 °C for 20 sec, and 72 °C for 1 min; 72 °C for 1 min; held at 4 °C. Amplified cDNA product was cleaned up with the SPRIselect Reagent Kit (0.6X SPRI). Indexed sequencing libraries were constructed using the reagents in the Chromium™ Single Cell 3’ Library & Gel Bead Kit v2, following these steps: (1) end repair and A-tailing; (2) adapter ligation; (3) post-ligation cleanup with SPRIselect; (4) sample index PCR and cleanup. For quality control of libraries, each library was tested with Bioanalyzer (average library size: 450-490 bp). The sequencing libraries were quantified by quantitative PCR (KAPA Biosystems Library Quantification Kit for Illumina platforms P/N KK4824) and Qubit 3.0 with dsDNA HS Assay Kit (Thermo Fisher Scientific). Sequencing libraries were loaded at 2 pM on an Illumina HiSeq2500 with 2X75 paired-end kits using the following read length: 98 bp Read1, 8 bp i7 Index, and 26 bp Read2.

**Smart-Seq2 platform:** Cultured CPCs were harvested by trypsinization and centrifuged for 5 min at 300 rcf, 4°C. CPCs were resuspended to in PBS and single cells were captured under stereomicroscope by mouth pipetting with a ~0.2 mm diameter flame-pulled glass Pasteur pipet attached to aspirator tube (Sigma-Aldrich, A5177). Selected cells were rinsed >7 times in PBS and dispensed into Eppendorf tube containing 10 μL cell lysis buffer provided by Smart-Seq v4 kit. cDNA was synthesized following manufacturer’s protocol (Smart-Seq v4 ultra low amount cDNA kit Clontech, 634888). cDNA was validated on Agilent Bioanalyzer using High sensitivity DNA kit (Agilent; 5067-4626). Illumina sequencing libraries were then constructed using the Nextera XT DNA Sample Preparation kit (Illumina, FC-131-1024). Quality control of constructed libraries was performed on Agilent Bioanalyzer, and library quantification done by qPCR with KAPA library quantification kit (Kapa Biosystems, KR0405) and Qubit™ with dsDNA HS Assay Kit (ThermoFisher Scientific, Q32851). The pooled libraries were sequenced as paired-end 75x75 base reads on a NextSeq 500 with mid-output kit.

**Data Analysis**

**10X Genomics platform**: The raw data was processed with the Cell Ranger pipeline (10X Genomics; version 2.0). Sequencing reads were aligned to the mouse genome mm10. 1,615 and 850 cells were recovered from freshly isolated and cultured CPC samples, respectively. Cells with fewer than 1,000 genes or more than 10% of mitochondrial gene UMI count were filtered out and genes detected fewer than in three cells were filtered out^2^. Altogether, 2,383 cells and 15,786 genes were kept for downstream analysis using Seurat R Package (v2.3.0). Approximately 2,000 variable genes were selected based on their expression and dispersion (expression cutoff = 0.0125, x.high.cutoff =6, and dispersion cutoff = 0.5). The first 15 principal components were used for the t-SNE projection^3^ and unsupervised clustering^2^. Gene expression pathway analysis was performed using clusterProfiler.^4^

**Smart-Seq2 platform:** Smart-Seq2 scRNA-seq datasets were obtained from public databases (Supplementary table) with exception of the CPC dataset generated for this study. Downloaded datasets are from three different databases: Gene Expression Omnibus (GEO), ArrayExpress or Genomic Experiment Data Repository and Core LIMS database (GNomEx database). Sequencing reads were mapped to UCSC mouse genome mm10 using STAR v2.5.2b^5^ with default parameters and only uniquely mapped reads were kept. Read counts table was used as an input for generating Seurat object. Cells with fewer than 1,000 genes or more than 10% of mitochondrial gene count were filtered out and genes detected fewer than in three cells were filtered out. To exclude effects of sequencing depth variation, scRNA-seq raw data were downsampled to 500,000 reads per cell by random selection of raw read from fastq files and re-analyzed. 18,698 genes and 1,126 cells were kept for further analysis. Clustering analysis and downstream analysis were performed as outlined in the 10X Genomics platform section.

**Statistics**

Significant differences in the number of genes detected between fresh and cultured datasets from both platforms were analyzed with Wilcoxon matched-pairs rank sum test, with statistical significance accepted when p < 0.05.

**References**

1. Konstandin, M. H. *et al.* Fibronectin is essential for reparative cardiac progenitor cell response after myocardial infarction. *Circ. Res.* **113**, 115-125 (2013).

2. Macosko, E. Z. *et al.* Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. *Cell* **161**, 1202-1214 (2015).

3. van der Maaten, L. & Hinton, G. Visualizing Data using t-SNE. *J. Mach. Learn. Res.* **9**, 2579-2605 (2008).

4. Yu, G., Wang, L. G., Han, Y. & He, Q. Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* **16**, 284-287 (2012).

5. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).

**Supplementary Figures**

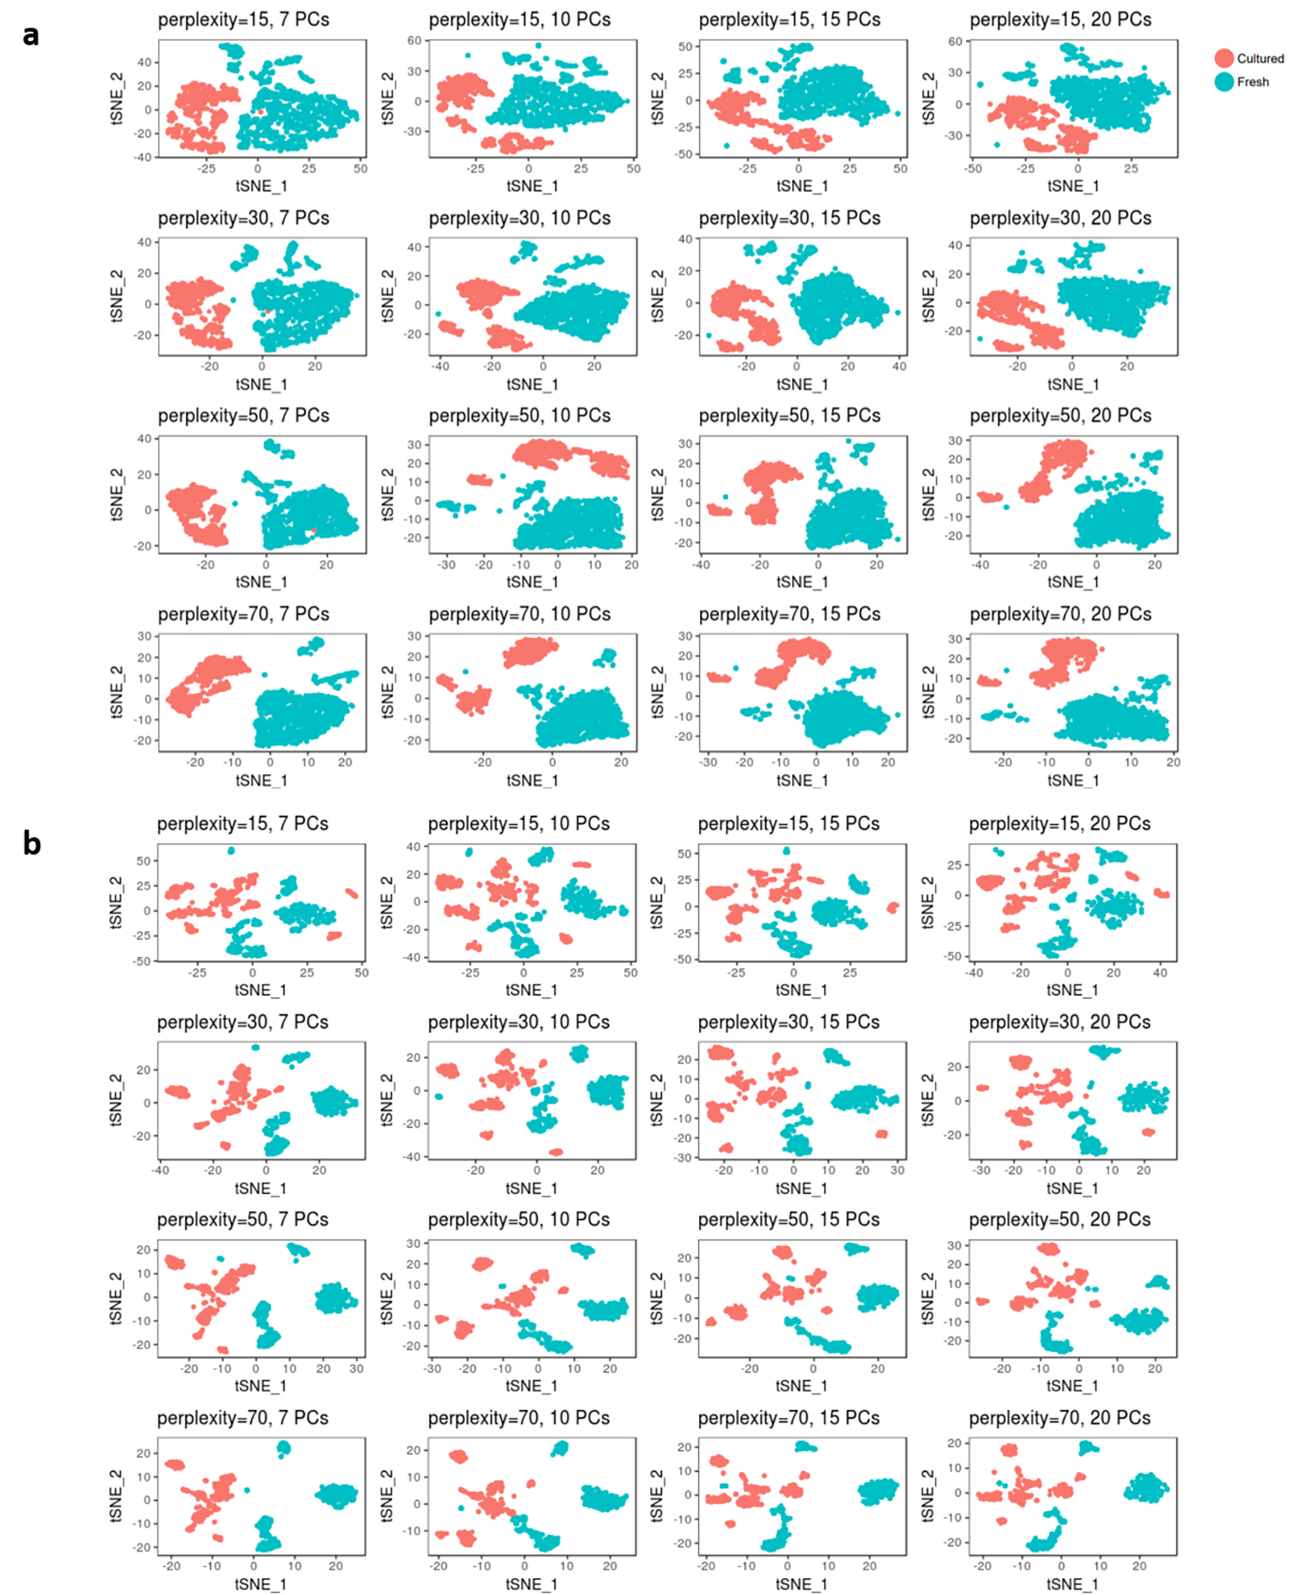

**Figure S1. Freshly isolated cells clustered separated from cultured cell clusters regardless of parameter setting in 10X genomics data (a) or Smart-Seq2 data (b).** Robustness test with 4 different perplexity numbers (15, 30, 50, and 70) and 4 different number of PCs (7, 10, 15, and 20) shown in t-SNE plots.

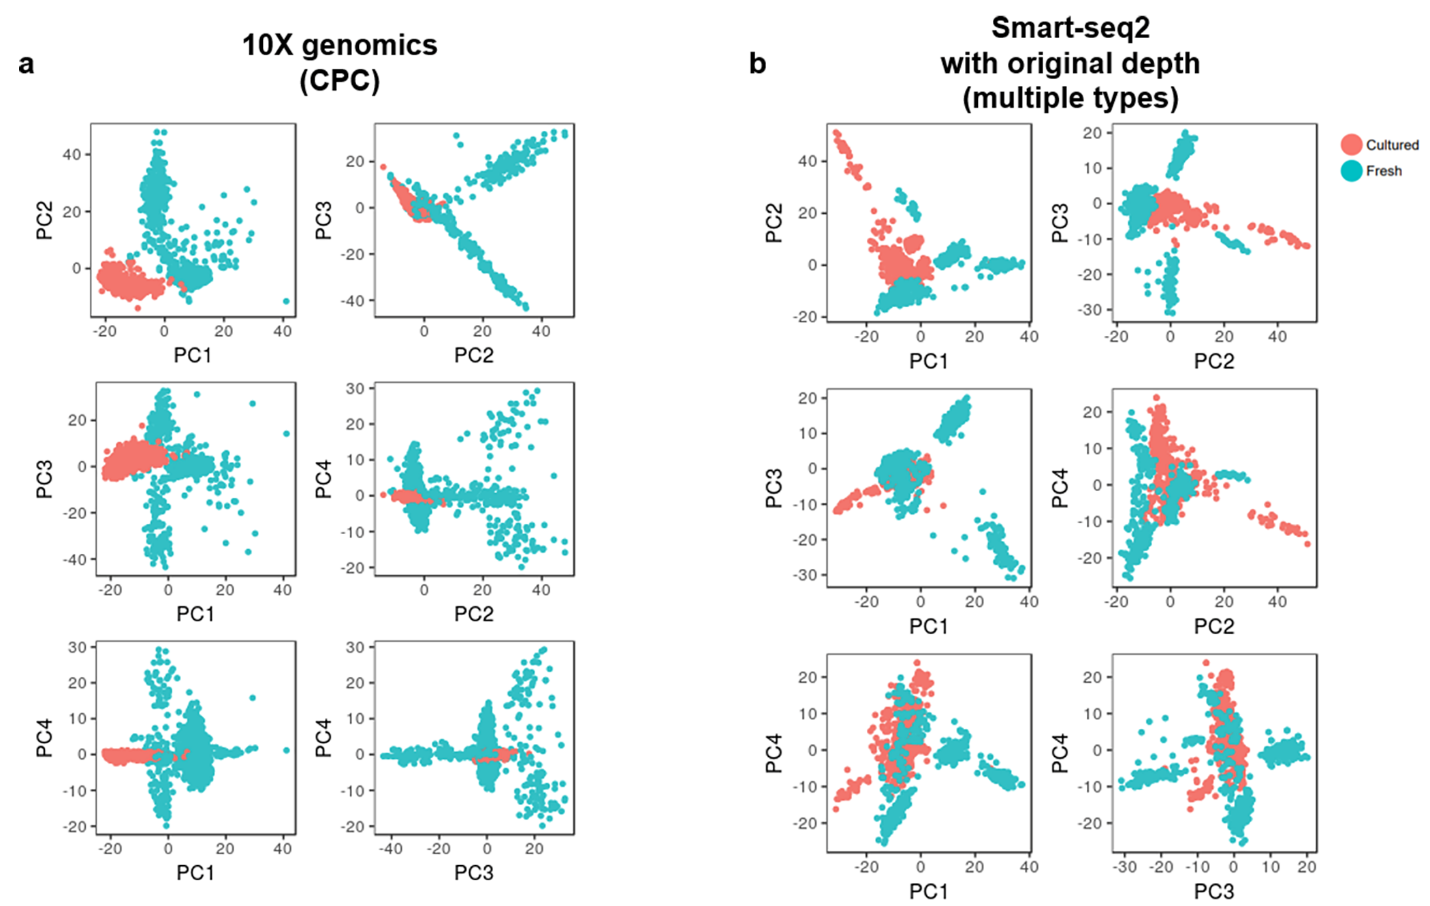

**Figure S2. First four principle components depict relatively tight clustering of cultured cells away from fresh cells in 10X genomics data (a) or Smart-Seq2 data (b).** Combination of the four PCs shown in PCA plots.

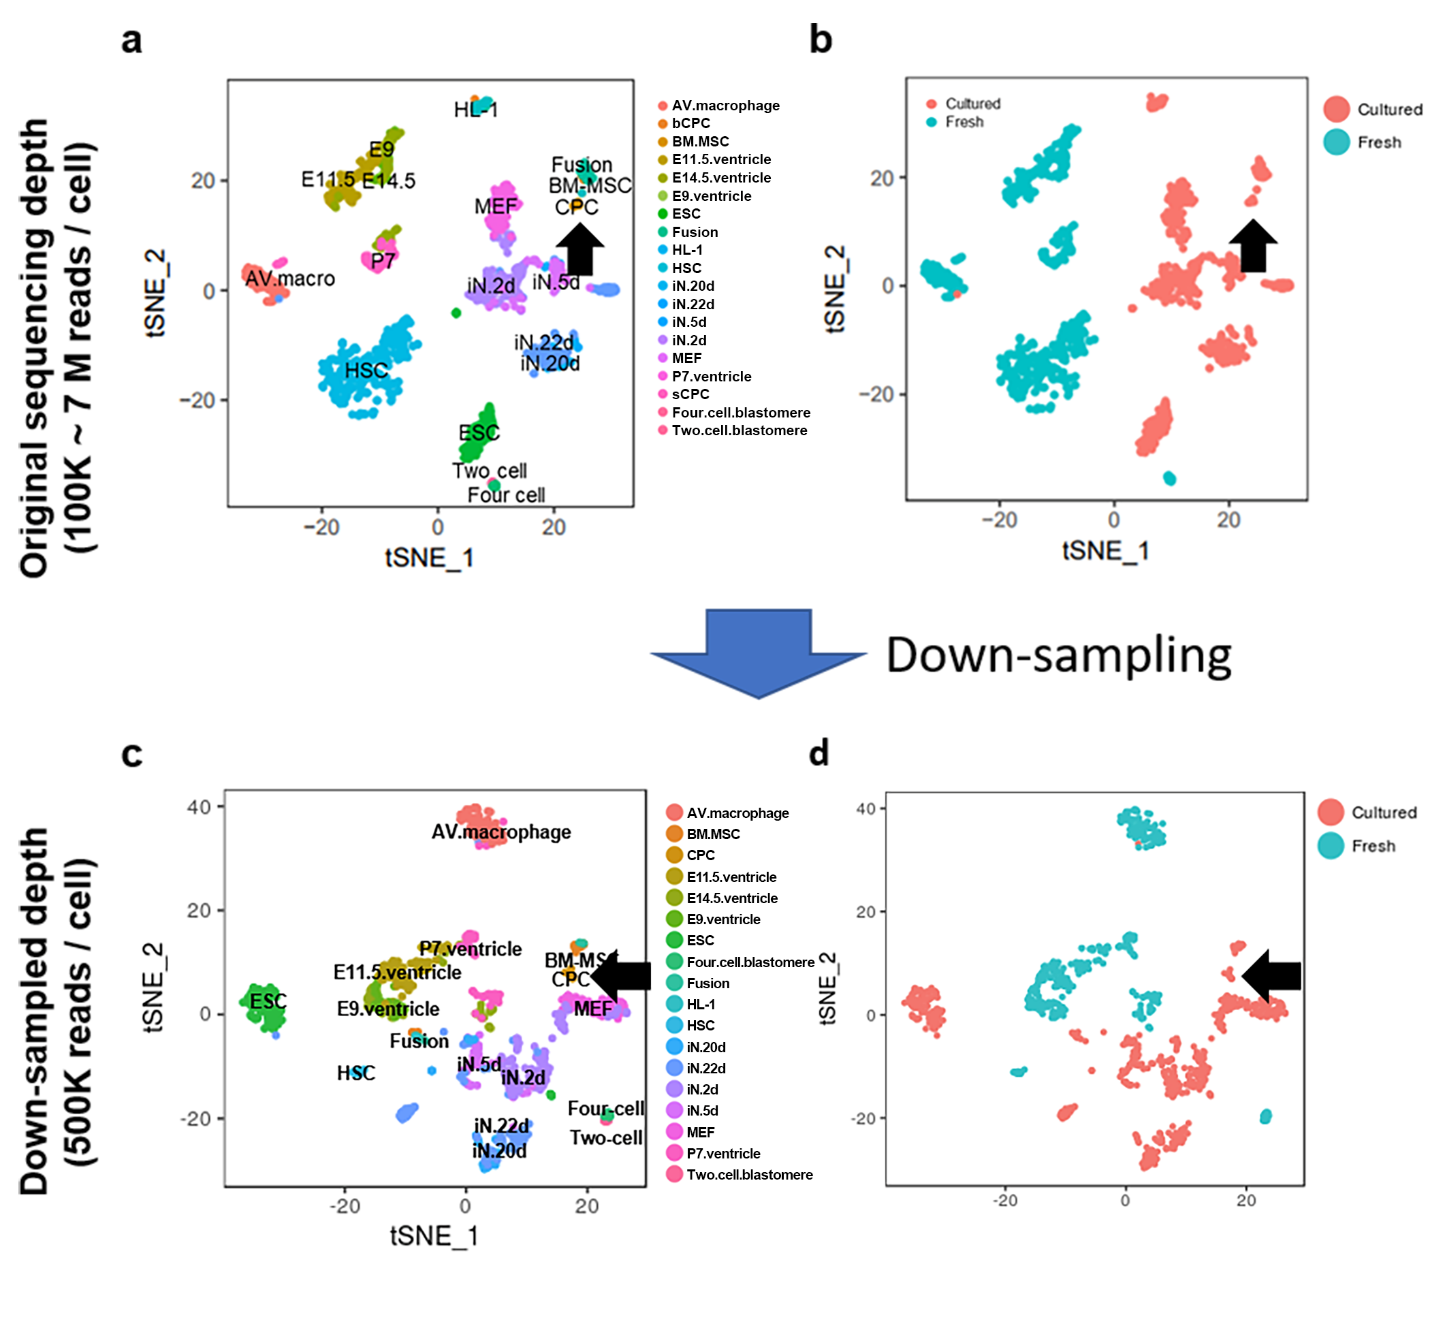

**Figure S3. Cultured cells are clearly different from fresh cells even after downsampling.** (a-d) t-SNE plots show scRNA-seq data generated by Smart-Seq2 before and after downsampling. Single cells are labeled by cell types (a and c) or environments (b and d). Arrow indicates CPCs prepared and sequenced in this study relative to single-cell datasets downloaded from public databases.

**
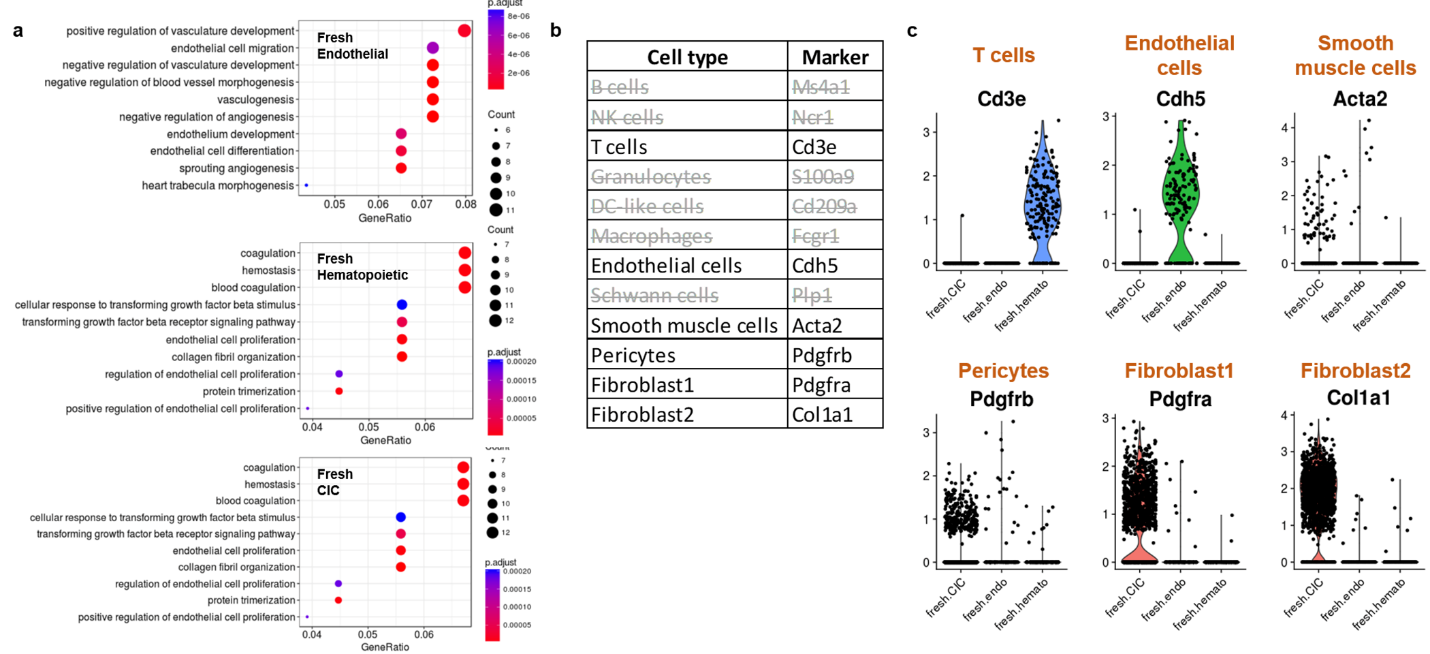
**

**Figure S4. Identification of fresh cell clusters**

(a) Dotplots representing gene set enrichment analysis with marker genes of three fresh cell clusters. (b) List of marker genes of cell types adopted from Skelly et al [ref. 11]. Markers with strikethrough were not detected in our scRNA-seq dataset, indicating likely depletion due to Lin^-^cKit^+^ sorting in our protocol. (c) Three fresh cell clusters are identified based on markers derived from Skelly et al [ref. 11]. ‘fresh.hemato’ cluster is T cell, ‘fresh.endo’ cluster is endothelial cell, and ‘fresh.CIC’ cluster has smooth muscle cells, pericytes, and two different fibroblasts.

**
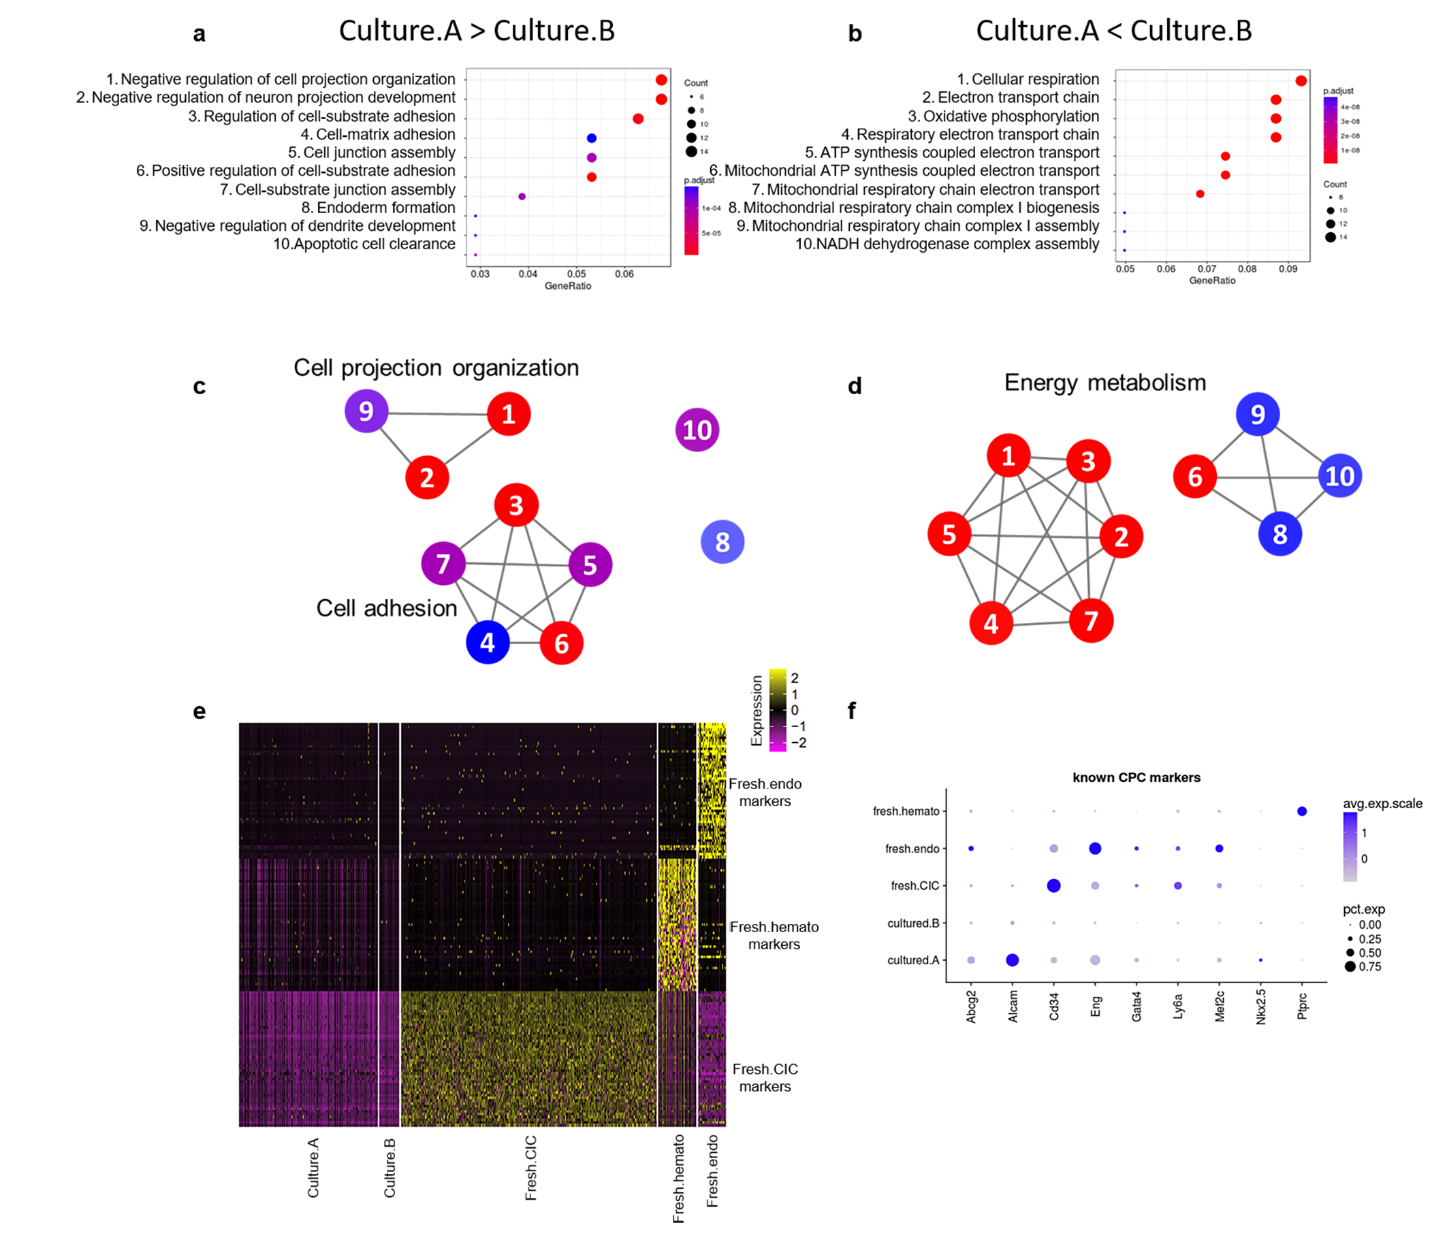
**

**Figure S5. Identification of cultured cell clusters.**

(a and b) Dotplots represent top 10 GO terms up-regulated in cultured cluster A revealed by gene set enrichment analysis from 10X Genomics (a) or Smart-Seq2 data analysis (b). Red indicates higher enrichment, blue indicates lower enrichment. The sizes of the dots represent the number of DEGs belong to each GO term. (c and d) Correlation network of gene sets up-regulated in cultured cells from 10X genomics (c) or Smart-Seq2 data analysis (d). Closely related terms are linked to each other. Cell proliferation-related terms are labeled with the name of GO terms. (e) Heatmap representing expression of top 50 marker genes of three fresh clusters. (f) Dotplot representing expression level of known CPC markers in CPC clusters (CPC markers were adopted from ref. 29 Smith et al.). Individual dots are sized to reflect the proportion of cells of each type expressing the marker gene and colored to reflect the mean expression of each marker gene across all cells, as indicated in the key.

**Supplementary Table. single-cell RNA-sequencing datasets generated by using Smart-Seq2 technology were downloaded from database.**

* Not all samples from the original paper were available in GNomEx database.

| **Dataset ID** | **Cell type** | **Fresh/cultured** | **Reference (PMID)** |
| --- | --- | --- | --- |
| GSE69926 | BM-MSC | Cultured | 26997336 |
|  | HL-1 |  |  |
|  | Fusion cell of BM-MSC and HL-1 |  |  |
| E-MTAB-2600 | ESC | Cultured | 26887813 |
| GSE67310 | MEF | Cultured | 27281220 |
|  | Induced neuron |  |  |
| GSE68981 | HSC | Fresh | 28003475 |
| GNomEx (272R, 274R, 275-292R, 439R, and 440R) * | Embryonic/postnatal cardiomyocyte | Fresh | 27840107 |
|  | Embryonic/postnatal fibroblast |  |  |
|  | Embryonic/postnatal endothelial cell |  |  |
| GSE86310 | atrioventricular node macrophage | Fresh | 28431249 |
| GSE57249 | 2-cell mouse embryos | Fresh | 25096407 |
|  | 4-cell mouse embryos |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

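Single-cell RNA sequencing by 10x Genomics 3' chemistry was analysed for 2 libraries, 1 of fresh c-kit+/Lin- CPCs and 1 of CPCs at passage 5, each from 2 pooled hearts of female FVB mice aged 12 weeks. The counts are raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger on the mouse genome mm10 and deposited after leaving out genes found in fewer than 3 cells of a library. The Smart-Seq2 cells, the mesenchymal stem cells and the other cell preparations of the article were not analysed here.

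Cells were kept with at least 1000 genes and at most 10% mitochondrial UMIs, and genes with at least 3 kept cells. Counts were scaled to 10000 UMIs per cell and log-transformed. Variable genes had a log mean from 0.0125 to 6 and a dispersion z of at least 0.5 in 20 bins. Each gene was centred and scaled with no covariate removed, scaled values were limited to 10, and 15 principal components, 30 neighbours and Leiden clustering at resolution 0.8 (seed 7) were used. The article clustered with Seurat, and its resolution was not found in the text, so clusters were built anew. A cluster was named when at least 3 markers of a type, from lists for 20 cell types, were each found in at least 25% of its cells at a level at least 2-fold above the median over clusters. Clusters mostly of cultured cells received no name. This naming rule, and the pairing of cultured clusters with those of the article, were settled after the clusters had been seen.

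Levels are sums of UMIs over a group of cells, scaled to 1000000 UMIs (CPM). A ratio was formed for genes with at least 20 UMIs over both libraries. A gene not listed in a library is in at most 2 of its cells and was set to a floor of 3 UMIs over the library. Its fold is written as "at least" on the assumption that these cells hold no more than 3 UMIs of it, which a rare cell rich in that transcript would break. Exact 95% intervals (Poisson for sums, binomial for shares) hold counting error only. With 1 library per condition no test between conditions, p-value or count of changed genes was made. The genes named are those the article names, members of the 31 gene lists and of the marker lists, and the 12 largest ratios each way (6 for fibroblast-like cells) among genes of at least 100 CPM. A list's median log2 ratio was placed among 10000 random lists drawn from the same 25 expression bins. Gene lists, filters, thresholds, this naming of genes and the alternatives were set before the data were examined. The heart muscle genes looked at in the unnamed fresh cells, the hemoglobin genes and some genes given per cluster were chosen after values had been seen.

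Depth was equalized by drawing 3000 UMIs from each cell without replacement, and 2000 or 5000 as alternatives. Phases came from G1/S and G2/M scores against 43 control genes per gene. Similarity was the median Pearson correlation between cells over the variable genes, with a range over 10 random splits of the cells. Scrublet called 7 fresh and 3 cultured cells as doublets, which were kept and left out in an alternative. Alternatives covered cell filters, size factors, weighting of cells, pseudocount, depth, number of components and neighbours, and fibroblast-like fresh cells as the only reference.

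The steps were tested on simulated data. Of 100 genes each set at 2-fold and 4-fold among 13306, 100% were recovered within 0.5 log2, as were 100% of 8124 unshifted genes of at least 100 UMIs, and 94.9% of intervals held the true ratio. Of 400 unshifted lists, 9.25% had a percentile under 5 or over 95. Cells of 1 profile drawn at the libraries' depths gave a ratio of genes per cell of 2.32 and a difference in correlation of 0.227, and 1.0 and 0.00244 after thinning. Simulated cells fell in clusters of their own profile in 100%, and a random split gave 49.5% neighbours of the same library. The phase test used fresh cells of these data, with UMIs added to the S or G2/M genes. Of cells with such genes raised, 100% were called so. Of the other cells 6.0% were called G2/M, and cycling cells had not been left out of them.

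Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.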

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

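The 3 signals below lie mostly in genes that the paper does not discuss for these cells. Of the immature thymocyte markers, Dntt and Arpp21 are also among the hematopoietic markers of Fig. 2d, and the paper calls that cluster T cell. The cluster with few UMIs was itself found in the data before its tests were written. The tests for random loss of UMIs and for transcripts of a doublet partner were chosen after results had been seen. So was the reading of the doublet calls, the free RNA test and the test for random loss as undecided. Each of these met the bound set against its explanation.

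In fresh CPCs, 9 markers of immature thymocytes summed to 1540 CPM (1486 to 1594) in the T lymphoid-like class and to 10.6 CPM in other fresh cells. The tables argue against free RNA, since the level in other fresh cells was 0.692% of that in the class, and against mature T cells, whose markers reached 7.49% of the immature level. Doublets with fibroblast-like or endothelial-like cells are argued against by the partner's transcripts, at 1.39% and 0.534% of the partner class. Scrublet called 1.59% of the class, which leaves that test undecided, because it called only 0.436% of all fresh cells. Thymus tissue carried along at dissection may be a source, although the sort removes lineage-positive cells and takes CD117, and neither this nor a biological explanation was tested.

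In the 7 fresh cells that clustered with cultured cells of few UMIs, Tnnt2 (cardiac troponin T) was at 12281 CPM (11267 to 13362), against 10.6 CPM in other fresh cells. Mb (myoglobin) was at 18580 CPM, Tnni3 at 15283 CPM and Myh6 (cardiac myosin) at 4503 CPM. These genes were looked up after Tnnt2 had led the cluster. No explanation was tested for these cells.

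In the 92 cultured cells with few UMIs, 6 nuclear RNAs with a ratio had a median log2 ratio of -4.92 against other cultured cells, with Xist at 17.7 against 525 CPM and Neat1 at 6.24 against 193 CPM. Random loss of UMIs in randomly drawn other cultured cells made at most 0.144% of genes of at least 100 CPM differ 2-fold. In the cluster 26.6% of 1393 genes did so, which met the bound set against random loss. The cluster's cells had been grouped by their expression and the drawn cells had not, so this comparison cannot decide. The share of 26.6% also met the bound set against droplets holding free RNA only. That bound took free RNA to resemble the other cells, and its profile was not measured, so that explanation stays open. After thinning to 3000 UMIs, 88.0% of the cells came together again in 1 cluster, between the bounds set for that test. A median below -1 had been predicted for cells that lost nuclear RNA, and such loss may explain the cluster. The value shows little nuclear RNA and cannot tell its loss from a state with little of it, and damage was not tested. The median share of mitochondrial UMIs was 1.56% in the cluster, against 2.27% and 1.94% in the other cultured clusters. The low adhesion and high respiratory levels were measured on these same cells. A biological state with little nuclear RNA was not tested and stays open.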

How the results depend on the processing

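Of 254 alternatives run over 46 results, 196 left the result the same within its spread, 53 moved it and 5 reversed it. Of 174 medians of gene lists under alternatives, 170 kept their sign. No paired analysis was possible because each condition has 1 library of pooled hearts. The cause was not tested where none is named.

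The median log2 ratio of G1/S genes was -0.13 with median-of-ratios size factors, 0.16 with each cell weighing the same and 1.5 against fibroblast-like cells only. For G2/M genes these were 0.66, 1.28 and 3.84. Cytosolic ribosomal proteins had 0.91 with median-of-ratios size factors and 0.77 against fibroblast-like cells. Mitochondrially encoded respiratory subunits turned to 0.27 with median-of-ratios size factors and to 0.14 without the cell filter, which otherwise takes out cells rich in these transcripts. Without T lymphoid-like cells, the G2/M shares were 2.19% of fresh and 34.1% of cultured cells. A limit of 5% mitochondrial UMIs kept 2328 cells.

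Genes per cell follow depth by construction. The fresh and cultured medians were 2198 and 4409.5 as deposited (ratio 2.01, on the other side of 1), 999 and 949 at 2000 UMIs, and 1886 and 1752.5 at 5000 UMIs (ratio 0.929). Fibroblast-like fresh cells had 1337 at 3000 UMIs. The ratio of genes detected in the library was 0.873 at 2000 UMIs and 0.89 at 5000 UMIs. It was 0.908 for at least 1 cell, 0.855 for at least 10 cells and 0.935 with fibroblast-like fresh cells. Each of these used 784 cells per library and lay below 1. As deposited it was 0.946, but over 1605 fresh and 784 cultured cells, which is not a like comparison.

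The correlation within fresh and cultured cells was 0.564 and 0.646 at 3000 UMIs (difference 0.082), 0.573 and 0.812 over all genes (0.239), and 0.457 and 0.572 by Spearman (0.115). It was 0.594 and 0.646 with fibroblast-like fresh cells at 3000 UMIs (0.052), and 0.826 in cultured cells without cell cycle genes. The difference was above 0 in each of these. Depth limits what the fresh library can show of rare transcripts, since a fresh cell held a median of 6455 UMIs.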

Differences from the paper's values

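The article's values for cells recovered and kept, genes kept, genes per cell as deposited and G2/M shares each lie within 1.5 times of those found here.

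The article states that culture raised the number of detected genes per cell. It equalized reads per cell for its Smart-Seq2 cells, and there cultured cells still had significantly more detected genes than fresh cells. Those cells were not analysed here. In the libraries analysed here, the ratio of cultured to fresh was 2.01 as deposited, in the same direction. With each cell at 3000 UMIs it was 0.943, in the other direction. The article equalized reads in other cells and UMIs were equalized here, so 0.943 does not test the article's Smart-Seq2 result.

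The article states that the majority of cell cycle genes were raised in cultured cells. Against all fresh cells, 8 of 43 G1/S genes were above 0, while 30 of 54 G2/M genes were. Aurkb and Ccnb2, which the article names among the raised genes, were 1.22-fold and 1.2-fold lower by CPM. Median-of-ratios size factors raise all ratios alike, by enough to put both above 0, in the article's direction. Against fibroblast-like fresh cells, 27 G1/S genes and 45 G2/M genes were at least 2-fold higher, as were Aurkb (15.0-fold) and Ccnb2 (8.16-fold). With each cell weighing the same, the medians against all fresh cells were 0.16 for G1/S and 1.28 for G2/M genes. The directions of the medians match the article's against fibroblast-like cells and with each cell weighing the same.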

Other observations

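Genes of the stromal matrix and of innate defence were far lower in cultured than in fresh CPCs. Of 32 collagens and matrix genes, 24 were at least 2-fold lower (median log2 ratio -4.59, percentile 0), with Col3a1 55.3-fold lower (49.9 to 61.5), while Fbln2 was 2.06-fold higher (2.00 to 2.12). Complement genes were lower in 10 of 10 (median -5.78), with C3 1042-fold lower (407 to 3829). Genes of MHC class I presentation were lower in 13 of 13 (median -2.81), with H2-K1 6.99-fold lower (6.57 to 7.45). Interferon response genes were at least 2-fold lower in 14 of 14 (median -2.99, percentile 0.120). Immediate early genes, which enzymatic dissociation of tissue induces, were at least 2-fold lower in 18 of 20 (median -4.47), with Fos 223-fold lower (202 to 247) and Hsp90aa1 1.04-fold higher.

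Adhesion and several metabolic genes were higher in cultured CPCs. Of 30 adhesion genes 15 were at least 2-fold higher and 5 lower (median 1.02, percentile 100), with tenascin C (Tnc) 29.5-fold higher (17.2 to 55.7) and Itga11 26.8-fold lower (14.5 to 54.8). Glycolysis genes were at least 2-fold higher in 8 of 16 (median 1.01, percentile 99.8), with Eno1 4.73-fold higher (4.54 to 4.92) and Hk2 4.55-fold lower (4.15 to 4.99). Genes of serine and amino acid supply were at least 2-fold higher in 8 of 16 (median 1.00), with Asns 18.8-fold higher (14.9 to 24.0). Cholesterol synthesis genes went both ways, with 10 of 20 above 0 and 10 below (median 0.11, percentile 97.5). Of these genes 0 were at least 2-fold higher and 4 at least 2-fold lower. Their summed level was 430.3 CPM in fresh and 318.8 CPM in cultured CPCs. Against fibroblast-like fresh cells, 9 of 30 adhesion genes, 10 of 16 glycolysis genes, 9 of 16 genes of serine and amino acid supply and 5 of 20 cholesterol synthesis genes were at least 2-fold higher, with medians of 0.86, 1.23, 2.05 and 0.37. Cardiac transcription factors were at least 2-fold lower in 8 of 14 (median -1.46, percentile 1.39), among them Tcf21 at least 2009-fold, while Isl1 was at least 6.8-fold higher. The article does not list the antigens of its lineage depletion. Of a list of Kit and genes of antigens in common depletion panels, the 4 genes with a ratio, Kit and Ptprc among them, were at least 2-fold lower (median -6.13, percentile 0.0400).

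In the fresh library, 6865 of 6955 hemoglobin UMIs (98.7%) lay in 1 cell of the endothelial-like class.

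Genes per cell and similarity between cells were weighed for technical explanations. The value used on cell mix for genes per cell, and the requirement that the range of the correlation difference clear its bound, were chosen after the values had been seen. Depth, meaning UMIs per cell, may explain why the cultured library had more genes per cell, since the ratio was 0.943 at 3000 UMIs. Thinning removes a difference in UMIs whether it came from sequencing or from RNA content of the cells, so a technical cause is not shown. For the mix of fresh cell types, the test planned beforehand gave 0.938 against fibroblast-like cells at 3000 UMIs, which met the condition set for that explanation. It cannot separate mix from depth, since all fresh cells at that depth already gave 0.943. Mix as the whole explanation is argued against by fibroblast-like cells alone, which gave 2.01 as deposited. For similarity, depth as the whole explanation is argued against by a difference of 0.082 at 3000 UMIs. The mix of fresh cell types stays open there, since the difference from fibroblast-like cells, 0.052 (0.047 to 0.057), nominally passed the bound of 0.05 set against it but with a range that spans that bound, and culture itself stays among the open explanations.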
